# Lipid metabolism and antioxidant system contribute to salinity tolerance in halophytic grass seashore paspalum in a tissue-specific manner

**DOI:** 10.1186/s12870-023-04358-w

**Published:** 2023-06-24

**Authors:** Ling Pan, Xu Hu, Li Liao, Tingchen Xu, Quanquan Sun, Minqiang Tang, Zhenbang Chen, Zhiyong Wang

**Keywords:** Seashore Paspalum, Salt Tolerance, Antioxidant system, Amino acid metabolism, Lipid metabolism

## Abstract

Soil salinization is a growing issue that limits agriculture globally. Understanding the mechanism underlying salt tolerance in halophytic grasses can provide new insights into engineering plant salinity tolerance in glycophytic plants. Seashore paspalum (*Paspalum vaginatum* Sw.) is a halophytic turfgrass and genomic model system for salt tolerance research in cereals and other grasses. However, the salt tolerance mechanism of this grass largely unknown. To explore the correlation between Na^+^ accumulation and salt tolerance in different tissues, we utilized two *P. vaginatum* accessions that exhibit contrasting tolerance to salinity. To accomplish this, we employed various analytical techniques including ICP-MS-based ion analysis, lipidomic profiling analysis, enzyme assays, and integrated transcriptomic and metabolomic analysis. Under high salinity, salt-tolerant *P. vaginatum* plants exhibited better growth and Na^+^ uptake compared to salt-sensitive plants. Salt-tolerant plants accumulated heightened Na^+^ accumulation in their roots, leading to increased production of root-sourced H_2_O_2_, which in turn activated the antioxidant systems. In salt-tolerant plants, metabolome profiling revealed tissue-specific metabolic changes, with increased amino acids, phenolic acids, and polyols in roots, and increased amino acids, flavonoids, and alkaloids in leaves. High salinity induced lipidome adaptation in roots, enhancing lipid metabolism in salt-tolerant plants. Moreover, through integrated analysis, the importance of amino acid metabolism in conferring salt tolerance was highlighted. This study significantly enhances our current understanding of salt-tolerant mechanisms in halophyte grass, thereby offering valuable insights for breeding and genetically engineering salt tolerance in glycophytic plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04358-w.

## Introduction

Salt accumulation in arable soils is a growing concern for global agriculture [1]. High soil salinity can significantly impede plant growth and reduce crop yield, as most crops are highly sensitive to saline conditions [2]. To address this pressing issue, halophytes are increasingly recognized as essential genetic models for studying the molecular mechanisms behind salt tolerance, with potential to develop plant germplasm that can thrive in saline conditions and enable salinized agricultural land use [1].

Halophytes, equipped with various physiological and biochemical mechanisms, can achieve salt tolerance [3]. However, excess Na^+^ from saline soil can lead to osmotic and oxidative stress, resulting in salt-induced changes in metabolic status, membrane remodelling, and gene and protein expression [1, 4]. To prevent toxic Na^+^ accumulation in plant tissues, halophytes efficiently regulate soil Na^+^ uptake [5].

Due to the high energy cost of adaptation, the antioxidant response, also known as oxidative stress tolerance, is of increasing interest for genetic engineering of salt-tolerant crops [6–8], as halophytes have evolved a complex antioxidant system to combat the toxic effects of reactive oxygen species (ROS) induced by salt stress, with hydrogen peroxide (H_2_O_2_) being the most stable form of ROS. ROS-scavenging enzymes, such as superoxide dismutase (SOD), ascorbate peroxidase (APX), and catalase (CAT) [9, 10], as well as non-enzyme antioxidants, including amino acids (e.g., ascorbate, proline, glutathione), flavonoids, polyamines, and polyols, are necessary for exceptional salinity tolerance [11, 12], although the type and quality of ROS players vary among different halophyte species and even within various individual plant tissues [13]. For example, under high salinity conditions, the non-enzymatic antioxidant glutathione was significantly decreased in the halophytic grass *Desmostachya bipinnata* and *Cakile maritima* [14, 15], but significantly increased in halophyte *Salicornia brachiata* [16]. Thus, mechanistic details of the salt-induced antioxidant response in halophyte species remain largely unclear.

Salt stress is a well-known cause of oxidative damage to the biological membrane, and can lead to changes in plant membrane properties [17]. Membrane lipids, which include sphingolipids, sterols, and glycerolipids, play a crucial role in regulating plant membrane fluidity and permeability in response to abiotic stress [18, 19]. Despite some studies showing salt-induced changes in membrane lipid composition in halophytes, the relationship between specific lipid species and the mechanisms underlying salt tolerance remains poorly understood [19–21]. Therefore, further research is necessary to fully explore this correlation.

Seashore paspalum *(Paspalum vaginatum* Sw.), a halophytic turf species, has excellent potential for improving saline soils in tropical and subtropical regions worldwide due to its salt tolerance capacity [22, 23]. However, there is significant genotypic variation in salt tolerance across *P. vaginatum* species [24], underscoring the need to comprehend its molecular basis of salt tolerance. Although the molecular mechanisms underlying its salt tolerance have received significant attention recently [10, 24], our understanding of the mechanisms involved in halophyte tolerance in this grass is still limited. While a recent study suggested that Na^+^ uptake may confer an advantage to seashore paspalum, the correlation between Na^+^ accumulation and salt tolerance remains unclear. Therefore, we compared salt-tolerant and salt-sensitive *P. vaginatum* accessions to elucidate tissue-specific salt tolerance mechanisms based on the antioxidant system, metabolic adaptation, and lipid remodeling. This knowledge has the potential to enhance salinity tolerance of other crops through genetic engineering or selective breeding.

## Materials and methods

### Plant growth conditions and salt treatment

Two contrasting *P. vaginatum* materials, the salt-tolerant accession (UAS 17–18; PI UPG145) and salt-sensitive accession (USA17-26; PI 647910), were previously reported and used for the current study [25]. The materials were acquired from the University of Georgia, and are now being preserved by the Hainan University and the University of Georgia resource nurseries since they have not been deposited in a publicly available herbarium. Stolons from two-month-old *P. vaginatum* plants were hydroponically cultivated in plastic containers (90-mm top diameter × 57-mm diameter width × 135-mm depth) filled with full-strength Hoagland solution (pH = 6.0) in a growth chamber with a 16 h:8 h light: dark at 30/25 ℃, 50%-60% relative humidity and 1000 µmol m^−2^ s^−1^ standard light intensity.

Salt treatments and non-stress treatments were performed on two-week-old plants in the hydroponic plastic containers by supplementing with (and without) 400 mM NaCl. To avoid the undesirable effects of plant salt shock, NaCl concentrations were gradually increased 100 mM each day up to 400 mM NaCl. On the fifth day of salinity stress, the leaves and roots of salt-stressed and non-stressed plants were collected separately. The treatments were each replicated in three hydroponic plastic containers, and six individual plants from each treatment were considered as a biological replicate. Three to six biological replicates were used for the experiments described below. At the beginning and end of the salt stress period, we measured plant weight (in grams), and using the formula (final weight-initial weight) / time period (5 days), we calculated plant growth rate (in grams per day).

### ICP-MS based ion measurement

ICP-MS analysis was used to quantify leaf and root Na^+^ and K^+^ concentrations. Approximately 50 mg of oven-dried samples were ground and dissolved in 2% HNO3, then diluted to prepare five-point calibration standards for Na^+^ and K^+^ concentration. An iCAP Q ICP mass spectrometer from Thermo Fisher Scientific (USA) was used in single KED mode with the following parameters: 1550 W forward power, 14 L/min coolant gas flow, 1.0749 L/min nebulizer gas flow, 0.8 L/min auxiliary gas flow, and 0.02 s dwell time. ST capacity was calculated as ST = (K^+^/Na^+^ in leaves) / (K^+^/Na^+^ in roots) according to Wang [26].

### H_2_O_2_ measurement and antioxidant enzymatic assay

Approximately 100 mg of fresh roots or leaves from three to five biological replicates were used for the following measurements. H_2_O_2_ concentrations were measured using a commercial kit (Product ID: BC3590, Nanjing Jiancheng Bioengineering Institute, Nanjing, China. Superoxide dismutase (SOD) levels including Mn^2+^-SOD activity and Cu/Zn-SOD were measured using a SOD Assay kit (Product ID: A001-2–1; Nanjing Jiancheng Bioengineering Institute, Nanjing, China). Catalase (CAT) levels were measured using a CAT Assay kit (Product ID: BC0205; Beijing, China, Solarbio).

### Lipidomic profiling analysis

Approximately 100 mg of fresh leaves and roots from three biological replicates were frozen into liquid nitrogen, ground to powder and extracted with 300 µL Methanol/1 mL MTBE/300 µL water. LC–MS analysis was conducted using the Nexera UHPLC LC-30A system (Shimadzu, Kyoto, Japan) coupled to a TripleTOF5600 + (AB SCIEX™) mass spectrometer. The column temperature was set at 40 °C and the mobile phase was 0.1% HCOOH-H_2_O (A)-acetonitrile (B) at a flow rate of 0.3 mL/min in gradient elution. ESI source conditions included Ion Source Gas1 (Gas 1) and Ion Source Gas2 (Gas 2) at 50, Curtain Gas (CUR) at 25, and Source Temperature at 500 ℃/450 ℃ (positive ion/negative ion). The Ion Sapary Voltage Floating (ISVF) was set at 5500 V/4400 V (positive ion/negative ion), and TOF MS scan range was 100–1200 Da with a 0.2 s scan accumulation time. The Declustering potential (DP) was ± 60 V. Lipid identification was performed using LipidSearch software 4.0 (Thermo Fisher Scientific, CA, USA).

### Untargeted metabolomics profiling and identification

For metabolite extraction, approximately 100 mg of freeze-dried leaves and roots from three biological replicates were used. These samples were then analyzed through a UPLC-ESI–MS/MS system with the following conditions: UPLC column was a Waters ACQUITY UPLC HSS T3 C18 (1.8 µm, 2.1 mm*100 mm), and the mobile phase consisted of solvent A (pure water with 0.04% acetic acid) and solvent B (acetonitrile with 0.04% acetic acid). A gradient program was used, starting with 95% A and 5% B and gradually shifting to 5% A and 95% B within 10 min. The column oven was set to 40 °C, and the injection volume was 4 μl.

A triple quadrupole linear ion trap mass spectrometer (Q TRAP), API 4500 Q TRAP UPLC / MS / MS system, equipped with an ESI Turbo Ion-Spray interface, operating in positive and negative ion mode, and controlled by Analyst 1.6.3 software (AB Sciex, USA) was used to acquire LIT and triple quadrupole (QQQ) scans. The ESI source parameters were set to: ion source, turbo spray; source temperature 550 ℃; ion spray voltage (IS) 5500 V (positive ion mode) / 4500 V (negative ion mode); ion source gas I [27], gas II (GSII), curtain gas (CUR) were set at 50, 60, and 30.0 psi, respectively; the collision gas (CAD) was high. The instrument was tuned and mass calibrated with 10 μmol/L and 100 μmol/L polypropylene glycol solutions in the QQQ and LIT modes, respectively. The QQQ scans were acquired as MRM experiments with collision gas (nitrogen) set at 5 psi, and individual MRM transitions were optimized for DP and CE.

The SIMCA 14.1 software (Umetrics, Umea, Sweden) was used for multivariate modelling in metabolic profiling, including orthogonal partial least squares discriminant analysis (OPLS-DA) to identify significantly abundant metabolites. Only identified metabolites with a fold change of 2 or ≤ 0.5 and VIP ≥ 1 were considered significant. Pathway enrichment analysis and visualization of metabolomic data were performed using MetaboAnalyst 5.0 and KEGG Mapper (https://www.genome.jp/kegg/tool/map_pathway2.html) [28].

### Transcriptomic profiling and gene expression analysis

Total RNA was extracted using a Plant RNA Kit (Omega Bio-Tek, Norcross, GA, United States) according to the manufacturer’s protocol. Subsequently, cDNA libraries were prepared using the HiSeq 2000 (Illumina Technologies) platform for transcriptome sequencing and de novo assembly. Raw reads were filtered for adapter sequences and low-quality bases with Trimmomatic (v0.32), followed by alignment to the reference genome using HISAT2 (v2.1.0). Gene expression normalization was performed by calculating Reads per Kilobase per Million Mapped Reads (RPKM) based on Mortazavi and colleagues' method. Identification of differentially expressed genes (DEGs) was achieved using the R software DESeq2 package, with a threshold of false discovery rate (FDR) ≤ 0.05 and |log2 FC|≥ 1.5. GO and KEGG pathway analyses were performed to determine DEGs biological functions. The RNA-seq reads were deposited in the NCBI Gene Expression Omnibus (GEO) under GEO accession number: GSE233155, with quality scores evaluated prior to submission.

### Statistical analysis

Statistical significance analysis was calculated using single-factor ANOVA followed by Duncan’s test was performed using GraphPad Prism 8.0 (GraphPad Software Inc., San Diego, CA, USA).

## Results

### In *P. vaginatum*, genotypic variation in salinity tolerance is associated with Na^+^ uptake

After 5 days of NaCl treatment, salt-sensitive plants showed clear symptoms of leaf chlorosis and wilting, while salt-tolerant plants were similar to control plants (Fig. 1A). Notably, a substantial growth rate disparity was observed between salt-sensitive and salt-tolerant plants subjected to 400 mM NaCl treatment (Fig. 1B). In response to high salinity, there was a ssignificant difference in Na^+^ contents of shoots and leaves between salt-sensitive and salt-tolerant plants after NaCl treatment. Both root and shoot Na^+^ increased noticeably in salt-tolerant plants (Fig. 1D). However, K^+^ concentration did not significantly differ between the two accessions under salt stress (Fig. 1E). When exposed to high salinity, Na^+^ ST values did not show significant changes between the two accessions treated with salt stress (Fig. 1C). Our findings suggest that salt-tolerant plants under saline conditions preferentially absorb more Na^+^ and probably store it in *P. vaginatum* roots.

**Fig. 1:**
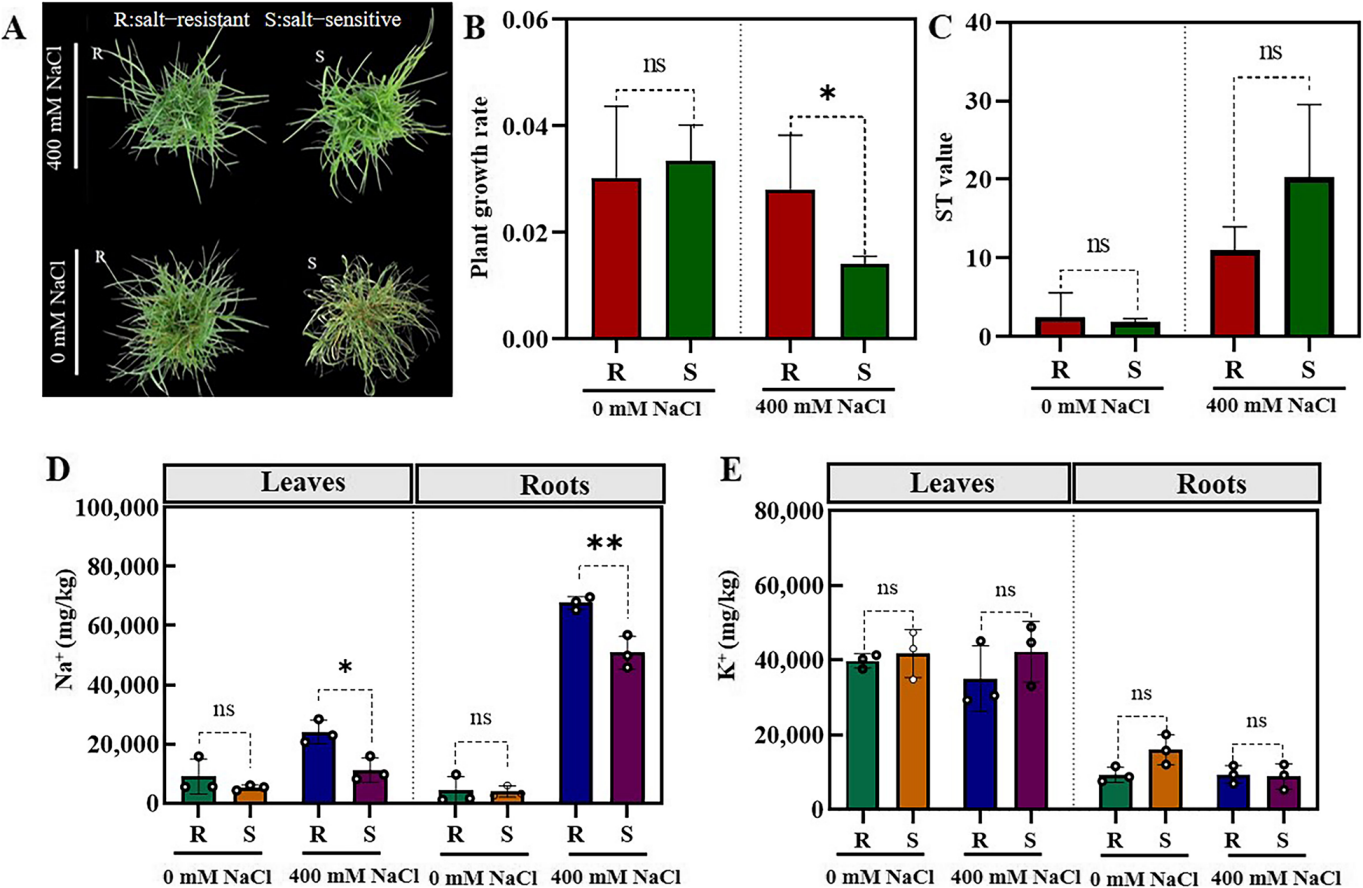
**A** Phenotypical difference of the two *P. vaginatum* accessions treated with high salinity. **B-C** Leaf growth rates and ST values of the two *P. vaginatum* accessions were calculated after 5 days of salt stress. **D-E** Changes in Na^+^ and K.^+^ concentrations in the roots and leaves of salt-tolerant and salt-sensitive plants under salt or non-salted conditions (** significant at *p* < 0.001; ns, not significant; one-way ANOVA followed with two-sided Student’s *t*-test)

### Na^+^-induced root-sourced H_2_O_2_ activates antioxidant systems in salt-tolerant plants during salt stress

To determine whether such root and shoot Na^+^ accumulation leads to H_2_O_2_ production in salt-tolerant plants after salt treatment, we measured H_2_O_2_ levels and activities of H_2_O_2_-scavenging enzymes in non-salted and treated roots and shoots of the two accessions. A significant increase in Na^+^-induced root-sourced H_2_O_2_ was detected in the tolerant plants, compared with the sensitive plants (Fig. 2A). CAT and Mn^2+^-SOD activities significantly increased in salt-tolerant plant roots, unlike in the salt-sensitive plants (Fig. 2B and 2D). There was no significant accumulation of leaf-derived H_2_O_2_ or Cu/Zn-SOD activity observed in treated leaves following salt treatment, in comparison to either the salt-sensitive plants nor their corresponding controls. (Fig. 2A and 2C). These results suggest that Na^+^-induced H_2_O_2_ is tissue-specific and confers salt tolerance to *P. vaginatum* plants in response to salt stress.

**Fig. 2:**
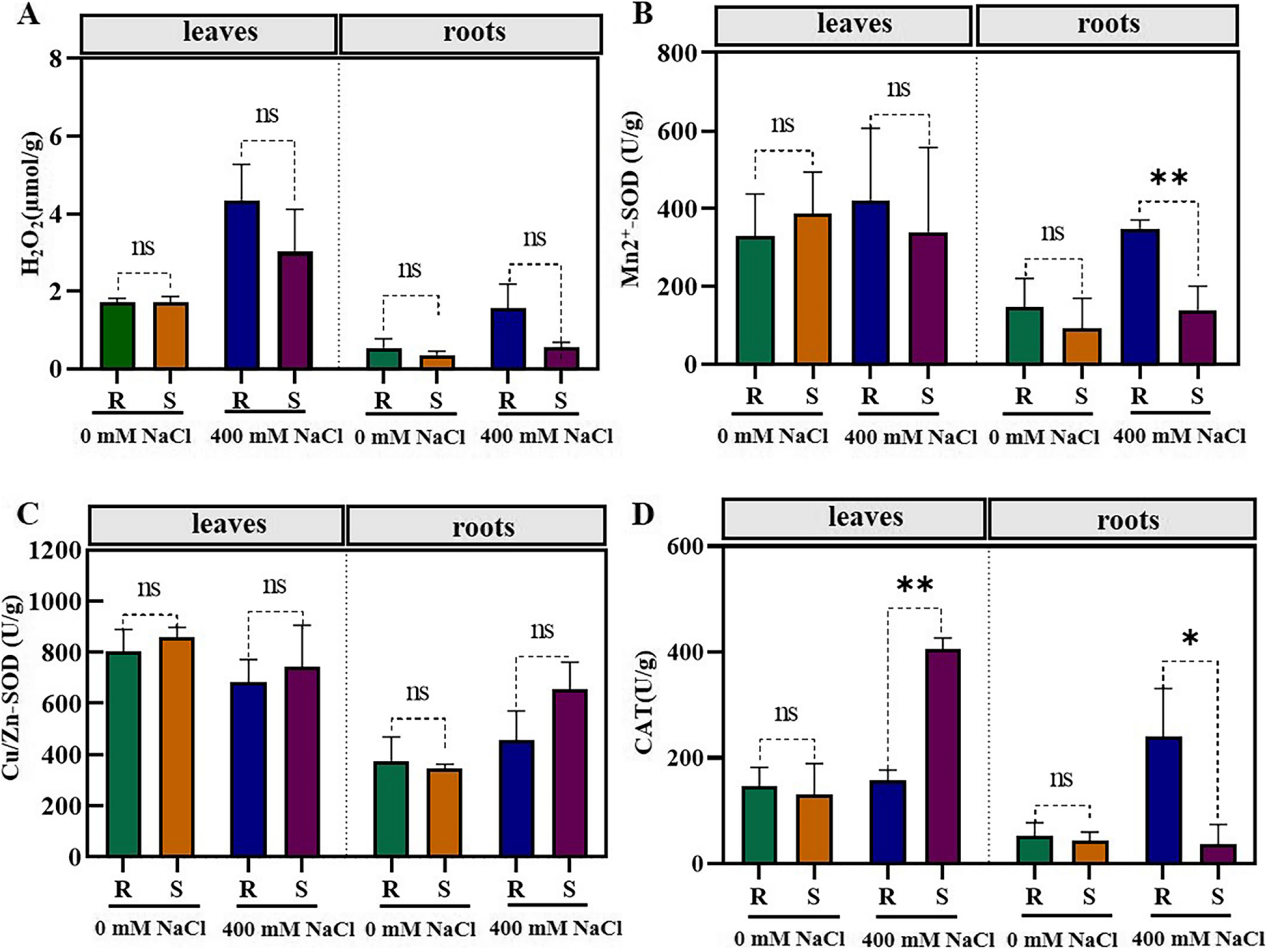
**A-D** Effect of high salinity (400 mM NaCl) on H_2_O_2_ levels and activities of enzymatic players (Mn^2+^-SOD, Cu/Zn-SOD and CAT) in roots and leaves of salt-sensitive and -tolerant plants. (* significant at *p* < 0.05; ** significant at *p* < 0.001; ns, not significant; one-way ANOVA followed with two-sided Student’s *t*-test). Abbrev: ‘R’: salt-tolerant accession; ‘S’: salt-sensitive accession; ‘T’: salt treatment; ‘C’: unsalted treatment; ‘L’: leaf; ‘R.^◦^’: root)

### Metabolome profiling highlights difference between non-enzymatic metabolites from different Na^+^-induced H_2_O_2_

We profiled and compared the metabolic status of non-enzymatic antioxidants in the roots and shoots of treated plants of the two accessions (Fig. 3 and Table. S1). After 5 days of NaCl treatment, salt-tolerant plant roots increased abundance of amino acids (such as proline and ornithine), phenolic acids (such as caffeic acid and vanillylmandelic acid) and polyols (such as mannitol and inositol) (Fig. 3C). Instead of phenolic acids and polyols, high salinity resulted in a greater abundance of amino acids (such as proline and pipecolic acid), flavonoids (such as quercitrin, orientin and luteolin), and alkaloids (such as putrescine, agmatine, and spermine) in salt-tolerant plant leaves. These results indicate that Na^+^ induced H_2_O_2_ could confer tissue-dependent metabolic changes in *P. vaginatum* plants.

**Fig.3:**
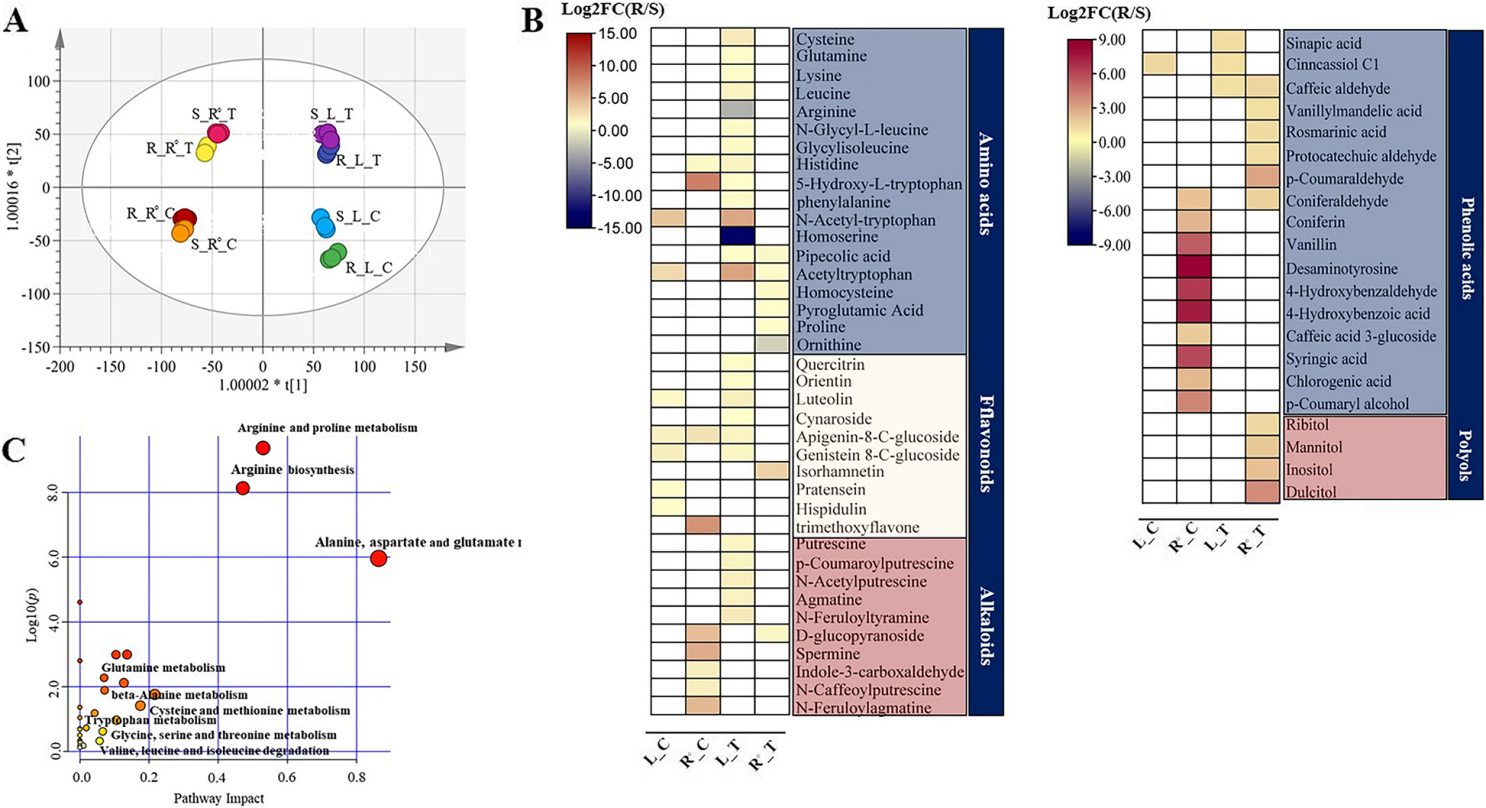
**A** Scatter plots of O2PLS-DA model of different samples for profiling metabolomics. Each symbol represents an independent sample in the score scatter plot and an independent annotated peak in the loading plot; **(B)** Effects of salinity (400 mM NaCl) on metabolic changes in salt-tolerant plants compared to salt-sensitive plants. Heat maps indicate the log2 transferred value of the fold change between salt-tolerant plants and salt-sensitive plants treated with or without 400 mM NaCl. **C** The top enriched KEGG terms of DEGs from leaves in salt-treated tolerant plants of *P. vaginatum* relative to salt-sensitive plants. Abbrev: ‘R’: salt-tolerant accession; ‘S’: salt-sensitive accession; ‘T’: salt treatment; ‘C’: unsalted treatment; ‘L’: leaf; ‘R.^◦^’: root)

### High salinity induces lipidome adaptation in P. vaginatum plant roots

To investigate tissue-specific lipid metabolism associated with Na^+^ accumulation in *P. vaginatum* plants, we detected the changes in salt-induced lipid species in both root and shoot between the two accessions*.* Salinity stress elevated root lipidomic species accumulation in salt tolerant plants, including two glycolipids (i.e., MDGD, DGDG and SGDGs), two phospholipids (i.e., PCs and PEs), fatty acids (FA), and triacylglycerols (TGs) (Fig. 4 and Table. S2). Conversely, salt-tolerant plant leaf lipid profiling was not affected by salt stress in *P. vaginatum* plants, as no significant changes in these lipids were observed in leaves of salt-tolerant plants compared to salt-sensitive plants (Fig. 4). These results suggest that Na^+^ accumulation probably triggers upregulation of lipid metabolism to improve *P. vaginatum* salt tolerance.

**Fig.4:**
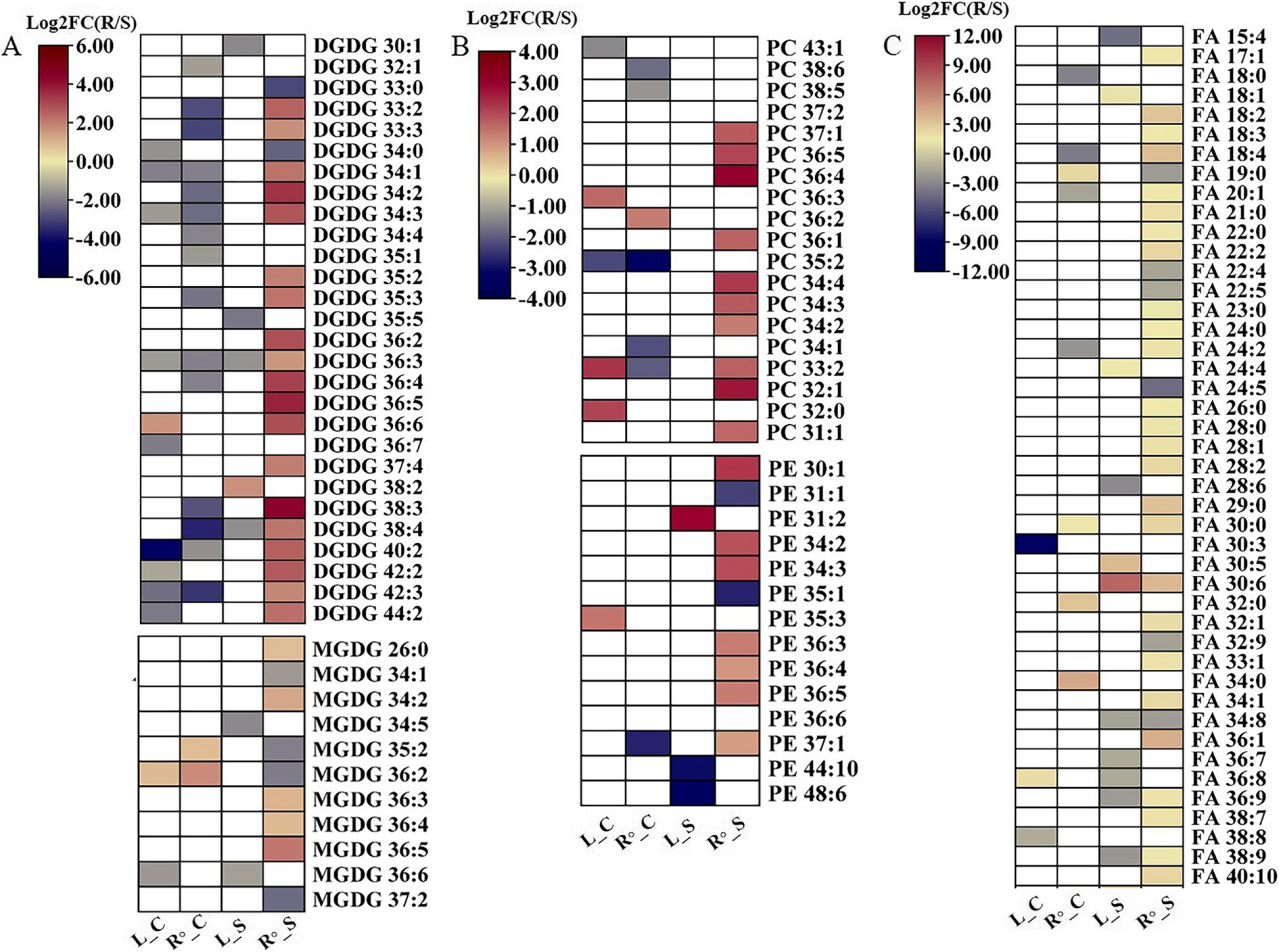
**A-C** Changes in phospholipids, glycolipids and fatty acids in leaves and roots between salt-tolerant and salt-sensitive accessions of *P. vaginatum* under salt stress. Asterisks indicate statistical differences between the indicated treatments, calculated using the Student’s *t-*test with two sides (* significant at *p* < 0.05; ** significant at *p* < 0.001; ns not significant)

### Transcriptome profiling highlights salt tolerance-associated genes are inversely related to organic acid and amino acid metabolism

To explore the key genes associated with salt tolerance in *P. vaginatum* plants, we conducted a comprehensive analysis of differentially expressed genes (DEGs) in the roots and shoots of both *P. vaginatum* accessions under salt stress or non-stress conditions (Fig. 5). 

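The RNA-seq series holds 72 libraries from leaves and roots of both accessions, sequenced on an Illumina HiSeq instrument, in 24 conditions of 3 libraries each. The comparisons below use the 24 libraries of non-stressed plants and of plants after 5 days of salt, 12 per tissue, and the libraries of the earlier salt times are counted in the closing section. The labels place the non-stressed libraries at time 0, while the methods describe control plants collected on day 5 together with the plants brought to 400 mM sodium chloride in daily steps, and the hour of collection is not given in the sources used here. The salt-tolerant accession is written USA in the labels and UAS in the methods. The methods take a set of plants of a treatment as a biological replicate and use at least 3 such replicates in each experiment, and the labels give 3 libraries per condition.
The authors trimmed reads with Trimmomatic 0.32 and aligned them with HISAT2 2.1.0 to a reference genome whose build is not given in the sources used here. The deposited values are FPKM for 27743 gene models, where the methods name RPKM, and they sum to 687507 to 774486 per library with 17555 to 20676 genes at 1 FPKM or more. Sequencing depth is unknown, but the spacing of the lowest values in 377 genes places these leaf libraries at 0.81 to 1.26 and these root libraries at 0.778 to 1.23 times the median depth of the series. Each tissue was fitted in limma on log2(FPKM + 1) with moderated tests, 21665 genes in leaves and 21233 in roots. A gene is called a DEG at the thresholds of the methods, an adjusted p of at most 0.05 and a log2 fold change of at least 1.5 in size. A fold change on this scale understates the fold of genes with low values.
In values simulated from the means and spreads of these genes for the comparison of salt-treated accessions, 82 of 100 leaf genes and 94 of 100 root genes changed by 2 on the log2 scale were called. There were 10 false calls among 21252 leaf genes and 5 among 20721 root genes. The simulation changed only well expressed genes and drew independent noise for each gene, with no library that stands apart. It therefore gives no recovery for low genes and can understate false calls. Other splits of the real salt-treated libraries called up to 140 leaf and 292 root genes. Gene names come from the deposited annotation and are the closest proteins of other species, and genes that share a name may also share reads.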

In *P. vaginatum* plants, compared to treated leaves, salt-treated roots exhibited a higher number of regulated DEGs (Fig. 5A and Fig. 5B). 

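More genes were called between the salt-treated accessions in roots than in leaves. Leaf replicates were more scattered, with a median residual SD of 0.48 in tolerant and 0.324 in sensitive leaves against 0.229 and 0.241 in roots. A larger spread lowers the number of calls, so the counts alone do not show that roots differed more. Salt-treated roots of the tolerant accession had mRNA of a hemoglobin, a thioredoxin and a membrane-shaping reticulon, which were near 0 in sensitive roots. A tryptophan synthase and a sterol demethylase, expressed in sensitive roots, were listed at or near 0 in tolerant roots. Values near 0 do not tell a gene without transcripts from one whose reads do not align to the reference, and this was not tested. In leaves, genes with large differences included a tonoplast water channel and a DNA replication protein on the tolerant side and an aconitate hydratase on the sensitive side. Most leaf DEGs that could be tested in roots were root DEGs as well.
Between salt-treated plants of the tolerant and the sensitive accession, 548 genes (2.58% of those tested) were DEGs in roots, 298 higher and 250 lower in the tolerant accession. In leaves there were 348 (1.61%), 173 higher and 175 lower. Between non-stressed accessions 295 of the root and 215 of the leaf genes were DEGs in the same direction as well. The non-symbiotic hemoglobin 1 gene emFS1.16 (chromosome 9, 43091686 to 43092741), whose product binds oxygen and scavenges nitric oxide, had a root log2 fold change of 6.45 (SE 0.28, adjusted p = 2.47e-07), with 157 ± 46.1 against 0.797 ± 0.451 FPKM (mean ± SD, n = 3). The reticulon-like protein B2 gene emOS168.429, on a scaffold not placed on a chromosome and coding for a protein that bends endoplasmic reticulum membranes, stood at 6.94 in roots (adjusted p = 1.29e-10) and 7.15 in leaves (adjusted p = 7.67e-08). The thioredoxin gene emOS146.54 on chromosome 6, a protein disulfide reductase, was at 20.84 to 51.78 FPKM in tolerant and 0 to 0.05 in sensitive salt-treated roots (adjusted p = 1.14e-06). The tryptophan synthase alpha gene emFS5.416 (chromosome 6, 40688744 to 40693426), which makes the indole of tryptophan, ran the other way with 0 to 0.03 against 28.11 to 40.96 FPKM (adjusted p = 1.81e-08). The obtusifoliol demethylase gene emFS12.202 (chromosome 8, 34648352 to 34652087), a step of sterol synthesis, is listed at 0 in all 3 tolerant salt-treated roots and at 31.84 to 52.63 FPKM in the sensitive ones (adjusted p = 4.63e-08). This gene and emFS5.416 were below 1 FPKM in every tolerant library, in both tissues and at each time.
In leaves the aquaporin TIP2-2 gene emOS76.31_emOS76.32 (chromosome 10, 18454495 to 18456106), a water channel of the vacuole, differed by 4.62 (SE 0.52, adjusted p = 0.000583). The replication factor A1 gene emFS12.102, whose product binds single-stranded DNA and lies on an unplaced scaffold, had 5.12 (adjusted p = 3.05e-05). The aconitate hydratase 3 gene emOS120.36 (chromosome 3, 16445456 to 16447442), an enzyme of the citrate cycle, was lower in the tolerant accession, with a log2 fold change of -5.98 (SE 0.87, adjusted p = 0.00369), with 0.393 ± 0.229 against 89.8 ± 33.8 FPKM. It was not low in every tolerant leaf, with 28.7% and 14.8% of the sensitive level in non-stressed replicates 1 and 3 and 76.6% to 83.9% in the 3 libraries of 12 h. At 8 h it was at 93.8%, 11.4% and 3.8% in replicates 1, 2 and 3. The cytochrome P450 gene emOS105.367, named CYP89A9 after an enzyme of chlorophyll breakdown, had -5.33 (adjusted p = 0.00706). The water channel was at 5.30 without tolerant replicate 3, and emOS105.367 at -6.20 without sensitive replicate 2.
Of 19686 genes tested in both tissues, 470 were DEGs in roots and 312 in leaves. Of these, 195 were DEGs in both tissues, each in the same direction, 104 higher and 91 lower, where 1.9 and 1.9 would be expected by chance (Fisher's exact p = 1.4e-249). Roots alone held 275 further DEGs and leaves alone 117. The difference between the accessions itself differed between tissues at 207 genes (114 more positive and 93 more negative in roots), or 88 and 98 after median-ratio scaling. Of 100 drawn splits of the samples, the real one included, 14 gave a count as large, so chance cannot be excluded for it. The count was 362 without replicate 3 of tolerant salt-treated leaves, 126 without replicate 1 of tolerant salt-treated roots and 135 without replicate 3 of sensitive salt-treated leaves. Hemoglobin was among the 207 genes, with a difference of 3.73 (adjusted p = 0.00103) that missed the threshold at a pseudocount of 0.1 (adjusted p = 0.218). The sterol demethylase was among them too (adjusted p = 3.47e-08), whereas thioredoxin was not (adjusted p = 0.809). Beside these counts, 6 genes expressed in the sensitive accession and not in the salt-treated tolerant roots of replicates 1 and 3, the aconitate hydratase among them, were all at 1 FPKM or more in tolerant salt-treated roots of replicate 2, at a median of 10.8% of the sensitive level. The order of the tissues held under each alternative, with 930 root and 489 leaf DEGs at a pseudocount of 0.1 and 172 and 105 at a pseudocount of 5. It also held with 333 and 158 for genes averaging 5 FPKM, 1208 and 545 at a fold threshold of 1, and 358 and 230 from the 6 libraries alone. Without the 2 root and 3 leaf libraries that stand apart from their replicates, a choice made after the data were seen, there were 1049 and 665. Of the main calls, 348 root and 231 leaf calls held with each library left out in turn.

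**Figure D1:**
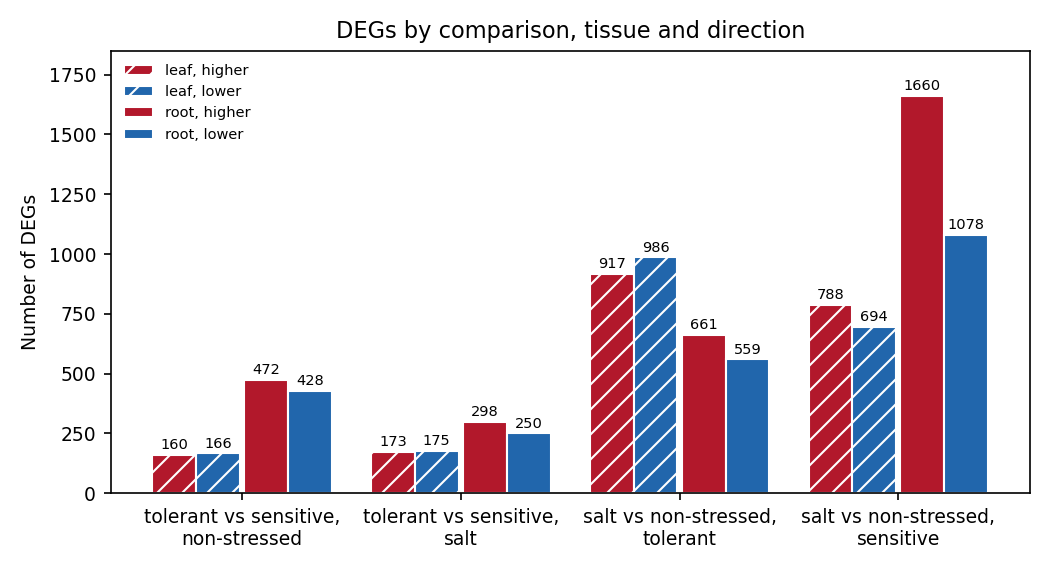
Number of DEGs in each comparison of accessions or treatments, higher in red and lower in blue, for leaves (hatched) and roots (plain).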

Gene enrichment analyses revealed that DEGs from salt-treated roots were involved in more biological process pathways related to salt tolerance (Fig. 5C). 

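In salt-treated roots, 5 of 31 genes of iron ion homeostasis were higher in the tolerant than in the sensitive accession. In salt-treated leaves, 8 of 171 genes of carbohydrate binding were lower in the tolerant accession. Each of these was the 1 term that passed in its tissue, and each was lost in 5 of the 6 fits that left out 1 library. The genes named here from both terms were chosen after their values were seen.
Gene Ontology terms of 10 to 500 genes, as annotated directly to each gene, were tested by Fisher's exact test against all tested genes with a term. Of 1227 terms in roots, iron ion homeostasis passed, with 5 of its 31 genes among the 204 annotated DEGs higher in the tolerant accession where chance gives 0.38 (adjusted p = 0.0418). No term passed for the 189 lower DEGs, and 48 and 40 terms had an unadjusted p under 0.05 for higher and lower DEGs. Of 1248 terms in leaves, carbohydrate binding passed, with 8 of 171 genes among the 123 annotated lower DEGs where chance gives 1.24 (adjusted p = 0.0433). For leaf DEGs, 29 and 20 terms had an unadjusted p under 0.05 in the higher and lower direction and none passed for the 109 higher DEGs.
Among the iron genes, the metal transporter Nramp5 gene emOS150.2 (chromosome 2, 38722269 to 38728079), for manganese and iron uptake, had a log2 fold change of 1.91 (SE 0.28, adjusted p = 0.00159), with 63.9 ± 24 FPKM in tolerant and 16.1 ± 5.68 in sensitive salt-treated roots (SD, n = 3). The yellow stripe 1 gene emOS174.646 (chromosome 4, 9334918 to 9415064), for iron bound to phytosiderophores, had 1.83 (SE 0.21, adjusted p = 3e-04). The Fe(2+) transport protein 1 gene emOS99.1339 stood at 1.60 (adjusted p = 0.00178), and fell under the fold threshold without replicate 2 of tolerant (1.40) or replicate 3 of sensitive salt-treated roots (1.35). The oligopeptide transporter 3 gene emOS99.819 stood at 1.53 (adjusted p = 0.00299) and fell under it without replicate 1 (1.47) or 2 (1.37) of tolerant or replicate 1 of sensitive roots (1.32). The gene of the endosomal sorting protein FREE1, emOS150.59_emOS150.60, stood at 1.52 (adjusted p = 4.17e-05), or 1.46 without replicate 3 of sensitive roots. The term itself missed the threshold without replicate 1, 2 or 3 of tolerant roots (adjusted p = 0.179, 0.651 and 0.0691) and without replicate 1 or 3 of sensitive roots (0.197 and 0.775). Without replicate 3 of tolerant roots 6 terms passed in total, without replicate 3 of sensitive roots 17, and without replicate 1 of either accession or replicate 2 of tolerant roots 0. The iron term also missed the threshold at a pseudocount of 5 (0.157), with median-ratio scaling (0.268), with a sum of 1000000 per library (0.111), at a fold threshold of 1 (0.156) and with all root libraries (0.152).
Of the carbohydrate-binding genes, the L-type lectin receptor kinase gene emOS63.44 had a leaf log2 fold change of -2.72 (SE 0.19, adjusted p = 2.28e-05), with 0.0733 ± 0.0666 against 6.08 ± 0.248 FPKM. The G-type lectin receptor kinase gene emFS27.22 is listed at 0 in all 3 tolerant salt-treated leaves and at 2.84 to 4.03 FPKM in the sensitive ones (adjusted p = 0.000409), and emOS63.45 had -1.62 (adjusted p = 0.00268). These 3 calls were lost at a pseudocount of 5. The term passed in no fit that left out replicate 1 or 2 of tolerant leaves (adjusted p = 1 in each) or replicate 1, 2 or 3 of sensitive leaves (1, 0.399 and 1), and each of these 5 fits gave 0 terms. Without replicate 3 of tolerant leaves it passed and 3 terms did in total. It also missed the threshold at a pseudocount of 5 (adjusted p = 1), without a filter (0.614), with a mean of at least 5 FPKM (1), with median-ratio scaling (0.105), with a sum of 1000000 per library (0.161), at a fold threshold of 1 (0.169) and from the 6 libraries alone (0.115).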

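In roots of non-stressed plants, 4 of 11 genes of aromatic compound biosynthesis were higher in the tolerant than in the sensitive accession. All 4 are named as O-methyltransferases, which add methyl groups to phenolic compounds, and 1 of them was also higher in leaves. Of the genes of suberin, the waxy barrier of root cell walls, 7 of 30 were higher in tolerant roots, while 12 of 30 genes of serine protease inhibitors and 6 of 12 genes of aging were lower. In leaves of non-stressed plants no term passed Fisher's exact test.
Non-stressed roots of the accessions differed at 900 genes, 472 higher and 428 lower in the tolerant accession, or 560 without replicate 3 of sensitive non-stressed roots. Aromatic compound biosynthetic process held 4 of its 11 genes among the higher DEGs, where chance gives 0.22 (adjusted p = 0.00844), and it was one of 11 terms that passed for higher and 13 for lower DEGs. The 5-pentadecatrienyl resorcinol O-methyltransferase gene emFS1.1 (chromosome 9, 43010446 to 43021762) had a log2 fold change of 3.44 (SE 0.28, adjusted p = 3.1e-05), with 11.5 ± 3.71 FPKM in tolerant and 0.12 ± 0.0346 in sensitive roots (SD, n = 3). The O-methyltransferase 2 gene emFS21.139 had 3.26 (SE 0.63, adjusted p = 0.00769). The other members were the O-methyltransferase 2 gene emFS21.173 at 1.89 (adjusted p = 0.037) and the naringenin 7-O-methyltransferase gene emOS55.280 at 1.84 (adjusted p = 0.0363). The term missed the threshold with each library left out in turn, at an adjusted p of 1, 0.489 and 0.152 without tolerant replicates 1, 2 and 3 and 0.911, 0.619 and 1 without sensitive replicates 1, 2 and 3. Likewise, emFS21.173 missed it without each library but tolerant replicate 3 (adjusted p = 0.0841 to 0.116) and emOS55.280 without each library (0.0781 to 0.118).
Suberin biosynthesis held 7 of 30 genes among the higher DEGs (adjusted p = 0.00061), or adjusted p = 1 without replicate 1 of tolerant roots and 0.259 and 1 without replicates 1 and 3 of sensitive roots. The cytochrome P450 86B1 gene emOS43.596, a fatty acid hydroxylase of suberin, had 1.95 (SE 0.28, adjusted p = 0.00146), and the 3-ketoacyl-CoA synthase 2 gene emOS66.70_emOS66.72, which lengthens fatty acids, 1.93 (SE 0.30, adjusted p = 0.00212). Serine-type endopeptidase inhibitor activity held 12 of 30 genes among the lower DEGs (adjusted p = 3.68e-10) and aging 6 of 12 (adjusted p = 2.5e-05). The subtilisin inhibitor gene emOS79.213 is listed at 0 in all 3 tolerant non-stressed roots and at 87.83 to 1267.07 FPKM in the sensitive ones. The members of the 4 terms named here were chosen after their values were seen.
Of lists fixed before the data were examined, flavonoid synthesis in non-stressed roots had 2 higher and 1 lower DEG among 29 genes, phenylpropanoid and lignin synthesis 0 and 2 of 49, and aromatic amino acid synthesis 0 and 2 of 43. These lists had the same counts adjusted over the list alone. The flavone synthase gene emOS79.1142 (CYP93G1) was at 2.67 (SE 0.54, adjusted p = 0.00921), the dihydroflavonol reductase gene emOS164.147, a step towards anthocyanins, at -1.74 (adjusted p = 0.000396), and the dehydroquinate dehydratase/shikimate dehydrogenase gene emFS12.60, which leads to chorismate, at -3.01 (adjusted p = 0.00924), or -3.78 without sensitive replicate 1. The flavanone 3-dioxygenase 3 gene emFS6.316 stood at 1.89 (adjusted p = 0.0114), or 0.0551 without replicate 1 of tolerant roots. The cinnamoyl-CoA reductase 1 gene emFS18.1703 is listed at 0 in all 3 tolerant roots and at 1.34 to 10.53 FPKM in sensitive ones (adjusted p = 0.0108), or an adjusted p of 0.0541 without replicate 3 of the latter. The 4-coumarate-CoA ligase-like 1 gene emFS22.788, named after an enzyme that activates phenolic acids, had -3.55 (adjusted p = 0.00998) and was too low to test without 1 of the sensitive replicates.
Non-stressed leaves differed at 326 genes, 160 higher and 166 lower, or 183 and 137 with median-ratio scaling. Without the 3 leaf libraries that stand apart from their replicates, a choice made after the data were seen that narrows the spread by construction, there were 388 and 2692. Other splits of the 6 non-stressed leaf libraries, which mix the accessions, called up to 311 genes, near the real 326. No term passed in limma calls tested by Fisher's exact test, with 16 and 20 terms at an unadjusted p under 0.05. Aromatic compound biosynthetic process held 1 of 12 genes among the higher DEGs (Fisher's exact p = 0.0691, adjusted p = 1), the same emFS1.1 at 2.56 (SE 0.31, adjusted p = 0.0013). Of the leaf lists, flavonoid synthesis had 0 DEGs of 27 in limma with 3 genes at an unadjusted p under 0.05, phenylpropanoid and lignin synthesis 0 of 46 with 2, and aromatic amino acid synthesis 1 lower of 44 with 6. This last gene was emFS5.416, tryptophan synthase alpha, listed at 0 in all 3 tolerant leaves and at 33.67 to 48.78 FPKM in the sensitive ones. Further genes with large differences were hemoglobin 1 (emFS1.16) at 6.61 (adjusted p = 1.83e-05) and the pollen-wall protein RAFTIN 1A gene emFS12.590 at 6.29 (adjusted p = 1.32e-05).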

Under non-stressed conditions, both leaves and roots showed upregulation of DEGs enriched in aromatic and organic compound metabolic processes (Fig. S1). 

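In salt-treated roots, the tolerant accession had more mRNA of an O-methyltransferase of aromatic compounds than the sensitive accession, and less of 1 enzyme each of histidine and anthocyanin synthesis. A tryptophan synthesis gene was listed at or near 0 in tolerant roots, and whether its reads failed to align was not tested. Amino acid transporter genes differed in both directions, 2 higher and 4 lower in the tolerant accession. Catalase isozyme 3, which breaks down hydrogen peroxide, had less mRNA in tolerant roots, and a potassium uptake gene had more. The paper reports increased catalase activity in tolerant roots after salt, which mRNA does not measure. The O-methyltransferase, tryptophan, anthocyanin and potassium uptake genes were also DEGs between non-stressed roots, and catalase isozyme 3 was not.
Of the 11 tested genes annotated to aromatic compound biosynthetic process, 2 were higher DEGs where chance gives 0.13 (Fisher's exact p = 0.0076, adjusted p = 0.821). The O-methyltransferase 2 gene emFS21.173 (chromosome 5, 46434880 to 46436146) had a log2 fold change of 3.43 (SE 0.52, adjusted p = 0.00177), with 68.11 to 255.27 FPKM in the 3 tolerant and 8.67 to 9.48 in the 3 sensitive libraries. The other was emFS21.139 of the same name at 2.49 (adjusted p = 0.0274), which missed a threshold at an adjusted p of 0.0672 without sensitive replicate 1 and 0.0891 without sensitive replicate 2. Without tolerant replicate 3 they were at 2.82 and 1.63. Both were chosen after their values were seen. The processes named for organic acids, organic cyclic compounds and organic substances have no gene annotated to them directly and were not tested here.
Of 81 tested amino acid transporter genes, 2 were higher and 4 lower in tolerant roots in limma, also when adjusted over the list alone, and 31 had an unadjusted p under 0.05. Both genes whose calls held with each library left out in turn are named WAT1-related, after an auxin exporter of the vacuole, and both were also DEGs between non-stressed roots. These were emOS80.104 (chromosome 1, 56146166 to 56148508) at 4.71 (SE 0.19, adjusted p = 1.59e-07), with 47.8 ± 3.47 against 0.877 ± 0.239 FPKM (SD, n = 3), and emOS130.239 at -2.79 (SE 0.54, adjusted p = 0.00772). The latter was at 1.23, 10.17 and 0.76 FPKM in tolerant replicates 1, 2 and 3, with a log2 fold change of -3.62 without replicate 2, and its call was lost in a fit of the 6 libraries alone. The GABA transporter 2 gene emFS1.551 stood at 1.53 (adjusted p = 0.00025), missing a threshold at a log2 fold change of 1.47 without tolerant replicate 1 and 1.37 without sensitive replicate 3. The vacuolar amino acid transporter AVT1C gene emOS126.19 stood at -2.65 (adjusted p = 0.0154), missing a threshold at an adjusted p of 0.0634 without tolerant replicate 1, 0.0527 without tolerant replicate 2 and 0.0519 without sensitive replicate 2. The amino acid transporter gene emOS126.18 of solute carrier family 32 stood at -2.15 (adjusted p = 0.0187), missing a threshold at an adjusted p of 0.0715 without tolerant replicate 1, 0.0561 without tolerant replicate 2 and 0.0605 without sensitive replicate 2. The vacuolar cationic amino acid transporter 2 gene emOS59.116 stood at -1.52 (adjusted p = 0.00369), missing a threshold at a log2 fold change of -1.29 without tolerant replicate 1 and -1.38 without sensitive replicate 3. Without sensitive replicate 3 emOS126.19 and emOS126.18 were at -3.41 and -2.83. Amino acid transmembrane transporter activity held 3 of 54 genes among the lower DEGs (Fisher's exact p = 0.0232, adjusted p = 1) and 1 among the higher (p = 0.486). Amino acid transport with 7 tested genes, amino acid import with 5 and anion transport with 3 held 0 DEGs.
Of 43 genes of aromatic amino acid synthesis 1 was lower, the tryptophan synthase alpha gene, and 10 had an unadjusted p under 0.05. Of 29 flavonoid genes 1 was lower and 10 had such a p, and the lower one was dihydroflavonol 4-reductase, emOS164.147 (chromosome 10, 3493775 to 3496651), at -2.67 (SE 0.21, adjusted p = 2.18e-05) with 2.08 ± 0.77 against 18.3 ± 3.57 FPKM. None of 49 phenylpropanoid and lignin genes was a DEG in limma, with 9 at such a p. The histidine synthesis gene hisIE, emOS120.606 on chromosome 3, had -1.55 (SE 0.18, adjusted p = 0.000313), missing a threshold at a log2 fold change of -1.33 without tolerant replicate 1 and -1.46 without sensitive replicate 1. The indole-3-glycerol phosphate synthase gene emFS0.357, a step before tryptophan, had -1.32 (SE 0.28, adjusted p = 0.0129) and lay under the fold threshold, and 3 other genes of this enzyme had log2 fold changes of -0.30 to 0.12 (adjusted p = 0.239 to 0.918). Both lower genes of polyamine synthesis, of 22 tested and 8 at an unadjusted p under 0.05, were the spermidine synthase 1 gene emOS109.13 at -1.89 (adjusted p = 0.0113) and the ornithine decarboxylase gene emOS91.805. The latter was at -1.63 (adjusted p = 0.00545), missing a threshold at a log2 fold change of -1.39 without tolerant replicate 2 and -1.43 without sensitive replicate 3.

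**Figure D2:**
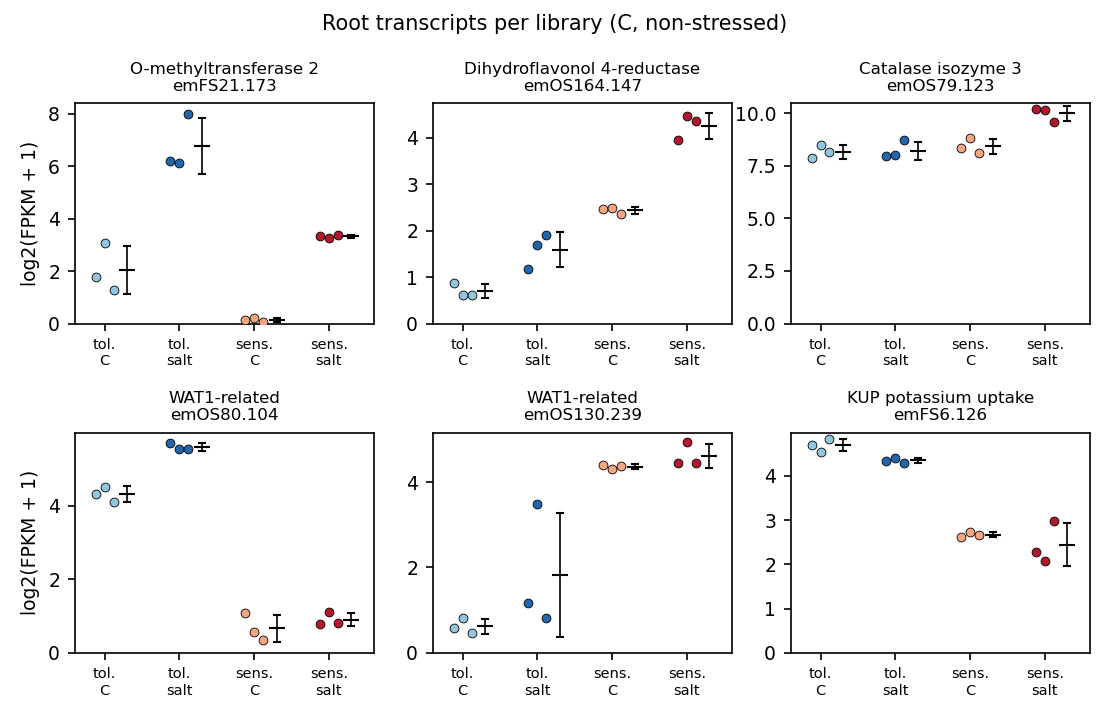
Log2(FPKM + 1) of 6 genes in the 12 root libraries, by accession and treatment (C, non-stressed), each point a library and each bar the mean ± SD. O-methyltransferase 2, one WAT1-related gene and the potassium uptake gene are higher in tolerant than in sensitive salt-treated roots, and dihydroflavonol 4-reductase, catalase isozyme 3 and the other WAT1-related gene are lower.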

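In salt-treated roots 3 of the 4 antioxidant DEGs were lower in the tolerant accession. Of 35 abscisic acid and dehydration genes 4 were lower, and that list did not pass in camera (adjusted p = 0.855). In sodium, potassium and proton transport 2 genes were higher, a potassium uptake gene and a calcium sensor gene. Of 41 photosynthesis genes, which serve as leaf markers, 1 was higher and 2 were lower in tolerant roots, with a median log2 fold change of -1.36 over the list (camera adjusted p = 1.12e-05, but adjusted p = 0.929 with an estimated correlation). A leaf-marker score was 1.27 to 1.86 in tolerant and 1.6 to 2.2 in sensitive salt-treated root libraries.
Of 33 antioxidant genes 1 was higher and 3 were lower (19 at an unadjusted p under 0.05), and the list as a whole was lower in camera (adjusted p = 0.0369), but adjusted p = 0.929 with an estimated correlation. Catalase isozyme 3, emOS79.123, had a log2 fold change of -1.77 (SE 0.27, adjusted p = 0.00203), with 307 ± 98.3 against 1037 ± 232 FPKM, and missed the threshold in a fit of all root libraries (adjusted p = 0.0525). The other catalase gene, emOS173.179, had 0.08 (adjusted p = 0.752). The NADPH-dependent glutathione reductase gene emOS102.4 is at 3.23 to 4.82 FPKM in tolerant roots and listed at 0 in the 3 sensitive ones (adjusted p = 3.6e-06). Ascorbate peroxidase 6, emFS0.288, had -1.62 (adjusted p = 0.00107). The chloroplast glutathione reductase gene emOS37.166 was at -1.53 (adjusted p = 0.00709), missing a threshold at a log2 fold change of -1.43 without tolerant replicate 1, -1.46 without tolerant replicate 3 and -1.25 without sensitive replicate 2. The manganese superoxide dismutase gene emOS106.42 had -0.51 (adjusted p = 0.00615), under the fold threshold, and the other superoxide dismutases had an adjusted p of 0.125 to 0.897. These are mRNA values. The paper measured enzyme activity, and reports that of catalase and manganese superoxide dismutase as increased in salt-treated tolerant roots. Of 11 NADPH oxidase genes 1 was lower and no other had an unadjusted p under 0.05. This gene, emOS120.70, was at -1.53 (adjusted p = 0.00868), missing a threshold at a log2 fold change of -1.26 without tolerant replicate 1, -1.43 without tolerant replicate 2 and -1.33 without sensitive replicate 1.
In the abscisic acid and dehydration list 11 genes had an unadjusted p under 0.05. The abscisic acid receptor PYR1 gene emFS6.644 was at -1.89 (adjusted p = 0.00026). The late embryogenesis abundant protein genes emOS181.40 and emFS18.941 stood at -2.77 (adjusted p = 0.0189) and -2.52 (adjusted p = 0.0205), with an adjusted p of 0.0636 and 0.0537 without tolerant replicate 1. The dehydrin DHN3 gene emFS9.217 stood at -2.50 (adjusted p = 0.0404), missing a threshold at a log2 fold change of -1.42 without sensitive replicate 3 and an adjusted p of 0.136 without tolerant replicate 1, 0.0816 without tolerant replicate 2 and 0.0537 without tolerant replicate 3. Without sensitive replicate 3 both late embryogenesis abundant protein genes were at -1.80 and -1.60, and DHN3 was at -3.12 without sensitive replicate 1. Of 77 genes of sodium, potassium and proton transport 2 were higher (25 at an unadjusted p under 0.05), and the list did not pass in camera (adjusted p = 0.855). They were the KUP potassium uptake gene emFS6.126 (chromosome 6, 3052906 to 3053910) at 1.91 (SE 0.20, adjusted p = 0.00018), with 19.4 ± 0.76 against 4.66 ± 2 FPKM, and the calcineurin B-like protein 7 gene emOS79.1388, a calcium sensor, at 1.82 (adjusted p = 0.000817).
Of 143 heat shock and unfolded protein genes 2 were higher and 2 lower (44 at an unadjusted p under 0.05), with a camera adjusted p of 0.855. The chaperone genes emOS120.728 (ERDJ3B) and emOS167.133 (HSP70) were at 2.27 (adjusted p = 4.54e-06) and 1.84 (adjusted p = 0.00124), and the small heat shock protein gene emFS24.71 at -4.17 (adjusted p = 0.00277). A gene of the same name, emFS24.70, stood at -2.77 (adjusted p = 0.0373), missing a threshold at an adjusted p of 0.0919 without tolerant replicate 1, 0.0905 without tolerant replicate 2, 0.0654 without tolerant replicate 3 and 0.0586 without sensitive replicate 2. These were at -4.94 and -3.63 without sensitive replicate 1 and at -3.23 and -1.65 without sensitive replicate 3. Of 36 root markers 2 were higher and 2 lower (20 at such a p). Among them were the phosphate transporter genes emOS130.230 at -2.73 (adjusted p = 0.00267) and emOS37.12 at -2.22 (adjusted p = 0.000146) and the silicon channel NIP2-1 gene emOS174.12 at 1.70 (adjusted p = 0.000497), missing a threshold at a log2 fold change of 1.46 without tolerant replicate 2. For photosynthesis 1 gene was higher and 3 lower adjusted over the list alone, and 20 had an unadjusted p under 0.05. The higher gene, phosphoenolpyruvate carboxylase 2 (emOS181.76), was at 1.64 (adjusted p = 0.000177). Ribosomal protein genes had 0 DEGs of 184 in limma, or 1 higher adjusted over the list alone, with 109 at an unadjusted p under 0.05, and the list was lower in camera (adjusted p = 2.31e-15, but adjusted p = 0.929 with an estimated correlation). No DEG was found in limma among 71 genes of membrane lipids (24 at an unadjusted p under 0.05), 31 of polyols (9), 5 of proline and ornithine (2) or 22 of senescence (3). For the antioxidant, dehydration, ion transport and heat shock lists, the calls that held with each library left out in turn were 1 higher and 2 lower, 1 lower, 2 higher, and 2 higher and 1 lower. The calls of emOS102.4, emFS0.288, emFS6.644, emFS6.126, emOS79.1388, emOS120.728, emOS167.133 and emOS37.12 were lost at a pseudocount of 5. All of these genes but emOS79.1388 were also DEGs between non-stressed roots.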

Upon exposure to high salinity stress, DEGs from salt-treated roots were significantly and positively enriched in organic acid metabolic processes and aromatic and organic cyclic biosynthetic processes, while showing a downregulation in amino acid transport (Fig. 5C). Conversely, DEGs identified from leaves were positively related to organic substance metabolic processes in leaves, while negatively enriched in processes related to amino acid import and transport (Fig. 5C).

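In salt-treated leaves the accessions differed at few genes of the pathways listed before the data were examined. Tolerant leaves had more mRNA of a potassium uptake gene and of an O-methyltransferase, and less of an abscisic acid receptor and a senescence-associated chloroplast protein. A tryptophan synthase gene was listed at 0 in tolerant leaves, and whether its reads failed to align was not tested. Each of these genes was also a DEG in the same direction between non-stressed leaves. Of the amino acid transporters 1 was lower in the tolerant accession.
Of 73 amino acid transporter genes 0 were higher and 1 was lower in limma, or 1 and 1 adjusted over the list alone, and 10 had an unadjusted p under 0.05. The lower gene was the WAT1-related emOS130.239 at -1.87 (adjusted p = 0.0281), missing a threshold at an adjusted p of 0.089 without tolerant replicate 1, 0.0849 without tolerant replicate 2, 0.0577 without tolerant replicate 3, 0.115 without sensitive replicate 1 and 0.0956 without sensitive replicate 3. Amino acid import with 4 tested genes, amino acid transport with 6, acidic amino acid transport with 1, and amino acid transmembrane transporter activity with 50 held 0 DEGs. The amino acid permease 1 gene emOS168.229, annotated to amino acid import, was at -1.14 (adjusted p = 0.0375), under the fold threshold, and was called at a pseudocount of 0.1 and without sensitive replicate 2. Organic substance metabolic process has no gene annotated to it directly and was not tested here. Aromatic compound biosynthetic process held 1 of 12 genes among the higher DEGs (Fisher's exact p = 0.0744, adjusted p = 1). It was the 5-pentadecatrienyl resorcinol O-methyltransferase gene emFS1.1 at 2.98 (SE 0.31, adjusted p = 0.000382).
The KUP potassium uptake gene emFS6.126 had 3.45 (SE 0.39, adjusted p = 0.00065), with 22.8 ± 10.1 FPKM in tolerant and 1.05 ± 0.433 in sensitive leaves (SD, n = 3). It was the 1 higher gene of 81 in sodium, potassium and proton transport (6 at an unadjusted p under 0.05). The senescence-associated protein OSA15 gene emFS1.583 had -3.65 (SE 0.30, adjusted p = 7.16e-05), with 0.293 ± 0.0643 against 15.5 ± 3.09 FPKM, the 1 lower gene of 19 (4). Tryptophan synthase alpha (emFS5.416), listed at 0 in the 3 tolerant leaves and at 27.14 to 47.57 FPKM in the sensitive ones (adjusted p = 2.74e-06), was the 1 lower gene of 44 in aromatic amino acid synthesis, or 1 of 2 adjusted over the list alone (11). The indole-3-glycerol phosphate synthase gene emFS0.357 had -1.95 (adjusted p = 0.0641), and was called without tolerant replicate 3 (adjusted p = 0.04) or sensitive replicate 2 (0.00817). Both lower genes of 36 in abscisic acid and dehydration response (10) were the receptor PYR1 gene emFS6.644 at -1.70 (adjusted p = 0.00106) and the late embryogenesis abundant protein gene emOS106.196 at -1.76 (adjusted p = 0.000932).
Of 146 heat shock and unfolded protein genes 2 were higher and 3 lower (29 at an unadjusted p under 0.05). The HSP70 gene emOS113.44 was at 3.36 (adjusted p = 0.00486), the chaperone ERDJ3B gene emOS120.728 at 2.12 (adjusted p = 0.000173), the heat shock protein 81-1 gene emFS0.197 at -1.93 (adjusted p = 0.00628) and the HSP70-15 gene emFS26.224 at -1.86 (adjusted p = 0.000409). The last, emOS156.136, also an HSP70, stood at -1.51 (adjusted p = 0.035), missing a threshold at an adjusted p of 0.0818 without tolerant replicate 2, 0.0621 without tolerant replicate 3, 0.135 without sensitive replicate 1 and 0.0935 without sensitive replicate 2. Of 32 antioxidant genes 1 was higher (6 at such a p), the glutathione reductase gene emOS102.4 at 1.43 to 3.01 FPKM in tolerant leaves and listed at 0 in the 3 sensitive ones (adjusted p = 0.00113). Its fold fell under the threshold without tolerant replicate 2 (adjusted p = 0.00546). Catalase isozyme 3 was at -0.17 (adjusted p = 0.956). Of 21 polyamine genes 1 was higher (4). It was the spermidine synthase 1 gene emOS63.113 at 1.77 (adjusted p = 0.0243), missing a threshold at a log2 fold change of 1.46 without tolerant replicate 3 and an adjusted p of 0.073 without tolerant replicate 2, 0.1 without sensitive replicate 1, 0.0747 without sensitive replicate 2 and 0.0723 without sensitive replicate 3. Of 22 root markers 1 was lower (3), the nitrate transporter 2.4 gene emFS18.76 at -2.89 (adjusted p = 0.0313), missing a threshold at an adjusted p of 0.135 without tolerant replicate 1, 0.105 without tolerant replicate 2, 0.111 without sensitive replicate 2 and 0.119 without sensitive replicate 3. No DEG was found in limma among 27 flavonoid genes (4 at an unadjusted p under 0.05), 46 of phenylpropanoids and lignin (6), 82 of membrane lipids (7), 11 NADPH oxidases (0), 28 of polyols (4), 5 of proline and ornithine (2), 56 of photosynthesis (5) or 184 ribosomal proteins (10). In camera photosynthesis genes were higher (adjusted p = 0.000303) and ribosomal protein genes lower (adjusted p = 0.011), but each had an adjusted p = 0.858 with an estimated correlation. The calls of emFS1.1, emFS6.644, emOS106.196, emOS113.44, emOS120.728 and emOS102.4 were lost at a pseudocount of 5, and those of emFS0.197 and emOS106.196 in a fit of the 6 libraries alone.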

**Fig. 5:**
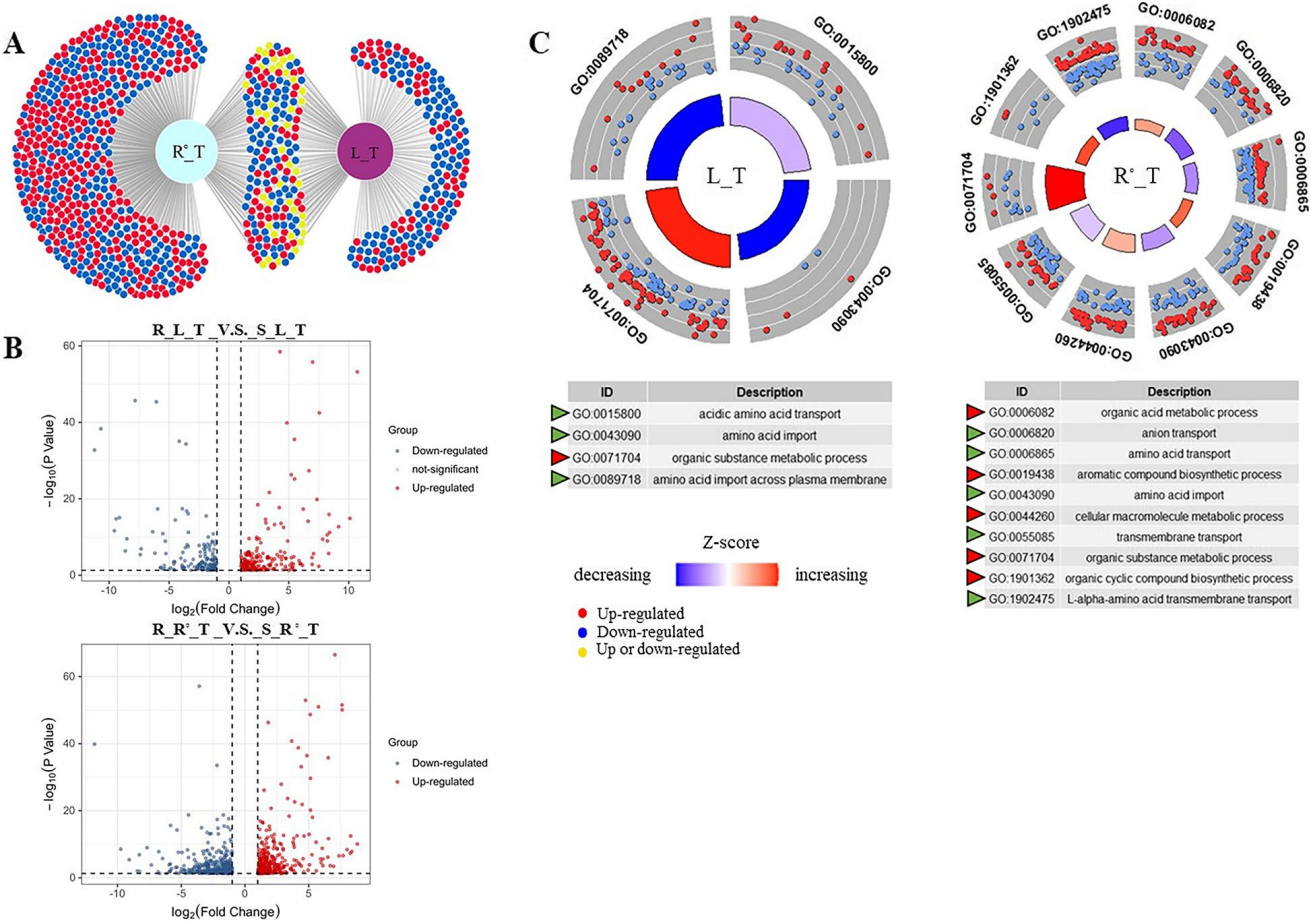
**A** Venn diagram and (**B**) Volcano plot presenting the number and regulation of differentially expressed genes (DEGs) identified from comparative transcriptome analyses of the two *P. vaginatum* accessions under salt stress and non-stress conditions. **C** GO graphs showing the GO terms most enriched involved by DEGs of compound metabolic process in salt-treated leaves and roots. Abbrev: ‘R’: salt-tolerant accession; ‘S’: salt-sensitive accession; ‘T’: salt treatment; ‘C’: unsalted treatment; ‘L’: leaf; ‘R.^◦^’: root)

### Integrated analysis of transcriptome and metabolome highlights amino acid metabolism is essential to plant salt tolerance

Initially, the correlation between important metabolites and their corresponding DEGs on the gene-metabolite regulatory network was assessed using the Partial Least Squares (PLS) regression method (Fig. 6A). Leaf and root individual metabolomes and transcriptomes were well separated based on the sPLS-DA model. 

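Leaf and root libraries formed separate groups by their mRNA. Tissue set the samples apart more than accession or salt did, and every leaf library lay on the other side of the first axis from every root library. By the median correlation between replicates, libraries were closest to each other in non-stressed roots and most scattered in salt-treated leaves of the tolerant accession.
Over 23297 genes and the 24 libraries, the first principal component of log2(FPKM + 1) held 55.5% of the variance and the second 14.8%. On the first component the leaf libraries lay between -131.2 and -99.8 and the root libraries between 74.7 and 139.4. Tissue accounted for 54.5% of the variance of all genes (permutation p = 1e-05, the smallest that 100000 resamples can give) and tissue, accession and treatment together for 83.5%. Spearman's rho across genes was 0.546 to 0.738 between a leaf and a root library, 0.695 to 0.952 between different groups of a tissue and 0.833 to 0.989 within a group. Genes are not independent replicates, and these values only describe the libraries. A separation by principal components uses no tissue labels, unlike the discriminant model named in the paper, and the metabolome was not part of it.
Within groups, the median rho between replicates was 0.979 in tolerant and 0.974 in sensitive non-stressed roots, 0.936 and 0.911 in salt-treated roots, 0.869 and 0.902 in non-stressed leaves, and 0.799 and 0.937 in salt-treated leaves. In leaves, replicate 1 of tolerant non-stressed plants, replicate 3 of sensitive non-stressed plants and replicate 3 of tolerant salt-treated plants stood apart from their own replicates, with a mean rho of 0.877, 0.88 and 0.807. In roots, replicate 3 of both salt-treated accessions stood apart, with 0.938 in the tolerant and 0.903 in the sensitive accession.

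**Figure D3:**
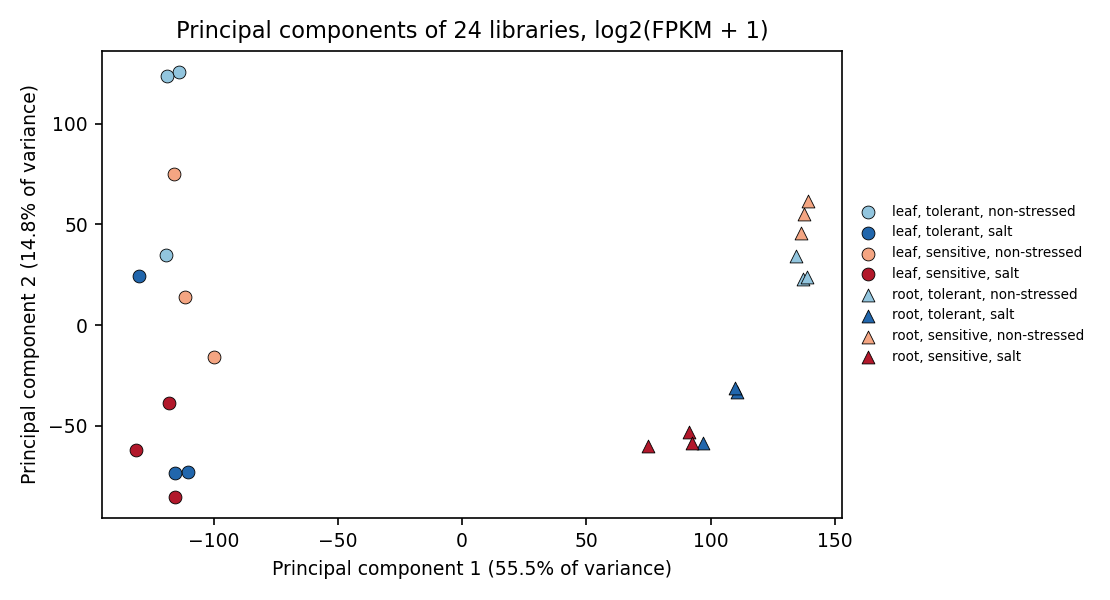
Principal components 1 (55.5% of the variance) and 2 (14.8%) of log2(FPKM + 1) in the 24 libraries, circles for leaves and triangles for roots, coloured by accession and treatment. All leaf libraries have negative and all root libraries positive values on the first component.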

An integrated pathway-level analysis was performed to combine the most significant metabolites with their corresponding DEGs in the metabolic networks. Under salt stress in salt-tolerant plants, activation of most metabolic pathways associated with amino acid metabolism played an important switching role in phenolic acids and flavonoids biosynthesis (Fig. 6B and 6C). These findings suggest that during salt stress, amino acids in the shoot may be induced for conversion to phenolic acids and flavonoids for transfer to the roots.

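In roots of the tolerant accession, a gene of proline synthesis was higher and a gene of proline breakdown lower after 5 days of salt than in non-stressed plants. A flavonol synthase gene, a flavanone 3-dioxygenase gene, a cinnamoyl-CoA reductase-like gene and an O-methyltransferase gene were higher, while a flavone synthase gene and a cinnamyl alcohol dehydrogenase gene were lower. Of the genes that make aromatic amino acids, 1 was higher and 1 lower. Of 38 nitrate assimilation genes 11 were lower. Most genes that changed in tolerant roots were DEGs in the same direction in sensitive roots, the proline synthesis gene among them.
Between non-stressed tolerant roots and those after 5 days of salt, 1220 genes differed, 661 higher and 559 lower after salt, and genes are said to rise or fall in this sense. Of these 1220 genes, 915 were DEGs in the same direction in sensitive roots and 1 in the opposite direction. Beside them 24 circadian clock genes, a list chosen after the first results were seen, held 4 higher and 5 lower DEGs, with CCA1 (emOS184.45) at 1.17 ± 0.253 FPKM in non-stressed and 435 ± 86.5 in salt-treated roots (adjusted p = 5.54e-09). Since the hours of collection are not given in the sources used here, changes with salt and with hour cannot be told apart. The delta-1-pyrroline-5-carboxylate synthase 2 gene emFS18.1840 (chromosome 3, 39947716 to 39955493), the entry enzyme of proline synthesis, rose by 3.17 (SE 0.28, adjusted p = 2.49e-05) on the log2 scale, from 9.25 ± 0.569 to 95.4 ± 38 FPKM (SD, n = 3). The proline dehydrogenase 2 gene emOS55.1752, which starts proline breakdown, had -3.16 (SE 0.51, adjusted p = 0.00109). These were the 1 higher and 1 lower DEG among 5 genes of proline and ornithine. Of 43 genes of aromatic amino acid synthesis, the DAHP synthase gene emOS55.1341, the entry to the shikimate pathway, stood at 1.59 (adjusted p = 0.0144). It fell under the fold threshold without tolerant salt-treated replicate 3 (adjusted p = 0.047). The chorismate mutase 2 gene emOS181.443, the branch towards phenylalanine and tyrosine, was at -1.63 (adjusted p = 0.00308). Of 22 polyamine genes 3 rose and 1 fell, with the S-adenosylmethionine decarboxylase gene emFS22.616 at 1.61 (SE 0.17, adjusted p = 7.95e-05) and the polyamine oxidase 4 gene emFS6.355 at -2.25 (adjusted p = 0.00305). The nitrate assimilation term passed for the lower DEGs (Fisher's exact adjusted p = 4.98e-06). Of 184 ribosomal protein genes 1 rose and 1 fell, also when adjusted over the list alone, and the list was higher in camera (adjusted p = 2.36e-05, but adjusted p = 0.808 with an estimated correlation), with a median log2 fold change of 0.21.
Of 29 flavonoid genes 5 rose and 3 fell. The flavonol synthase/flavanone 3-hydroxylase gene emOS36.460 was at 3.29 (SE 0.70, adjusted p = 0.0052) and the flavanone 3-dioxygenase 2 gene emOS124.135 at 2.46 (SE 0.38, adjusted p = 0.000815), both of flavonol synthesis. The former was at 16.38, 13.47 and 143.18 FPKM in tolerant salt-treated replicates 1, 2 and 3, with a log2 fold change of 2.23 without replicate 3 and 3.89 without replicate 2. The flavone synthase gene emOS79.1142 (CYP93G1) was at -2.17 (adjusted p = 0.0115) or -2.88 without tolerant salt-treated replicate 3, and the flavonoid 3'-monooxygenase gene emFS27.473 at -2.38 (adjusted p = 0.00016). Naringenin 3-dioxygenase activity held 6 of 11 genes among the higher DEGs, where chance gives 0.33 (adjusted p = 0.000188). The term missed it without tolerant non-stressed replicate 1, 2 or 3 (adjusted p = 0.179, 0.136 and 0.128) or tolerant salt-treated replicate 1 (0.645), and at a pseudocount of 5 (0.475). Of 49 phenylpropanoid and lignin genes 2 rose and 1 fell. The cinnamoyl-CoA reductase-like gene emFS18.550 was at 1.87 (SE 0.15, adjusted p = 1.66e-05) and the cinnamyl alcohol dehydrogenase 8D gene emOS86.287 was at 0 to 0.11 FPKM with salt and 6.17 to 16.5 without (adjusted p = 6.95e-05). The caffeic acid 3-O-methyltransferase gene emOS36.76 stood at 1.67 (adjusted p = 0.000723), missing a threshold at a log2 fold change of 1.33 without tolerant salt-treated replicate 3. Within aromatic compound biosynthetic process, the O-methyltransferase 2 gene emFS21.173 was at 4.73 (SE 0.52, adjusted p = 9.32e-05), with 132 ± 107 against 3.72 ± 3.16 FPKM, or 4.12 without tolerant salt-treated replicate 3. Of the term's genes 4 of 11 were among the lower DEGs (adjusted p = 0.0225). That enrichment missed the threshold without tolerant non-stressed replicate 1, 2 or 3 (adjusted p = 0.121, 1 and 1) or tolerant salt-treated replicate 1 or 2 (0.751 and 0.776), and in fits of all root libraries (0.129) or of the 6 libraries alone (0.821). The O-methyltransferase 2 gene and the terms named here were chosen after their values were seen.
Of 81 amino acid transporter genes 5 rose and 1 fell. The lysine histidine transporter-like 6 gene emFS22.871 went from 8.82 ± 2.06 to 87.7 ± 6.19 FPKM, a log2 fold change of 3.20 (SE 0.27, adjusted p = 2.21e-05). The lysine histidine transporter 1 gene emOS105.226 was at 2.09 (adjusted p = 0.00255), and the WAT1-related gene emFS9.69 at -2.58 (adjusted p = 0.0115), or -3.20 without tolerant salt-treated replicate 2. The counts of these 6 lists were the same when adjusted over the list alone. With each library left out in turn, 1 and 1 proline, 0 and 1 aromatic amino acid, 2 and 1 polyamine, 2 and 2 flavonoid, 1 and 1 phenylpropanoid and 4 and 1 transporter calls held in the higher and lower direction. Those of emOS181.443, emFS27.473 and emOS105.226 were lost at a pseudocount of 5. Beside these groups, the leaf-marker score was 1.07 to 1.08 in tolerant non-stressed roots, below that of the salt-treated ones. The root-marker score was 5.11 to 5.21 in non-stressed and 4.06 to 4.27 in salt-treated tolerant roots, and of 36 root markers 1 rose and 13 fell (camera adjusted p = 0.00246, but adjusted p = 0.201 with an estimated correlation).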

**Fig. 6:**
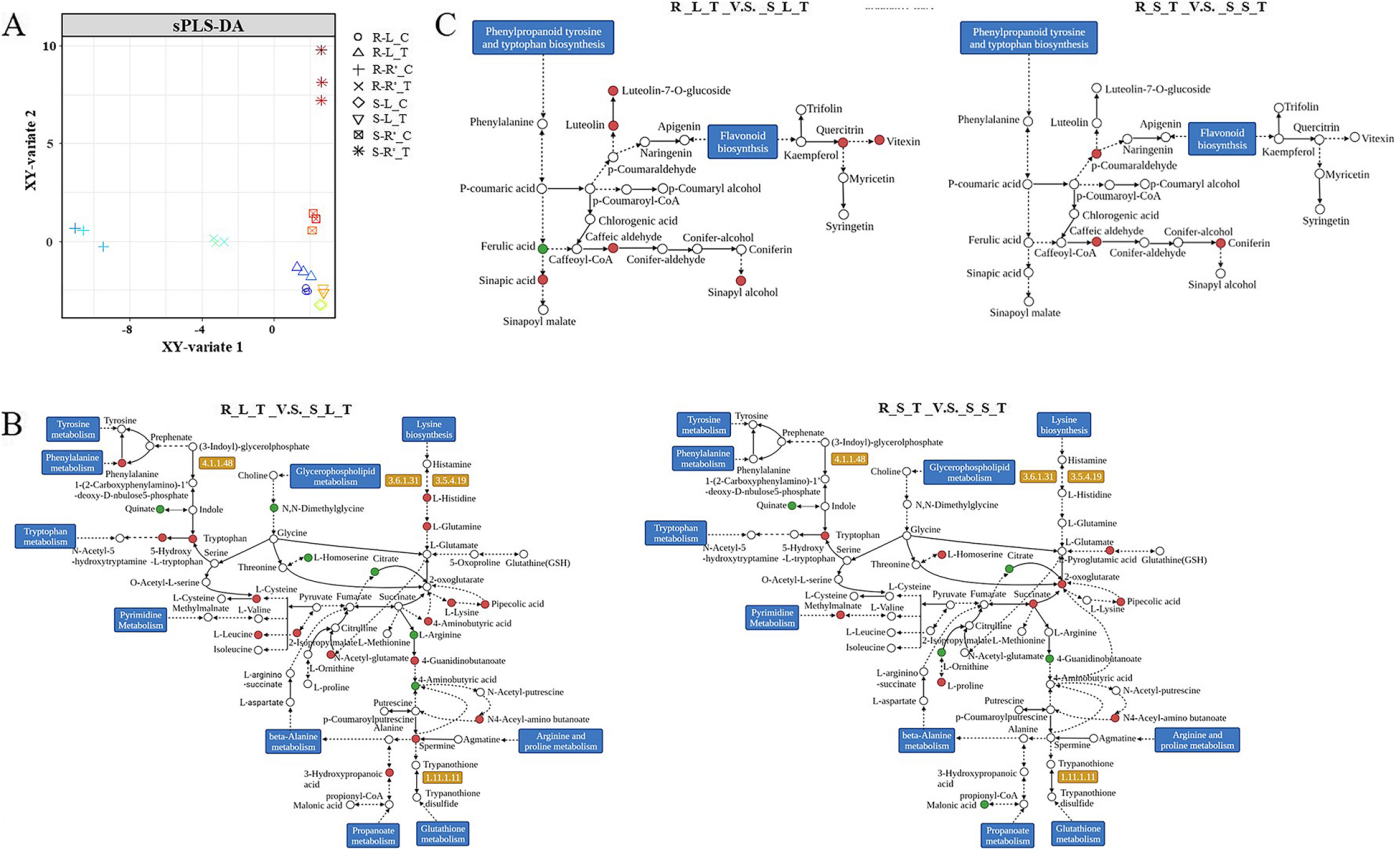
**A** Scatter plots of the sparse PLS-DA model on the first two components using significant metabolites and DEGs based on comparison analysis. **B-C** Complex dynamic regulatory networks of important metabolites involved in amino acid metabolism and their corresponding genes in roots of salt-tolerant *P. vaginatum* accession (The KEGG figures produced under the permission from Kanehisa Laboratories). Solid red or green circles represent either increased or decreased changes in metabolite abundance and gene expression. Abbrev: ‘R’: salt-tolerant accession; ‘S’: salt-sensitive accession; ‘T’: salt treatment; ‘C’: unsalted treatment; ‘L’: leaf; ‘R.^◦^’: root)

## Discussion

### Na^+^ is required for maintaining salt tolerance in seashore Paspalum

Globally, soil salinization is a growing challenge limiting agriculture. Improved knowledge of salt-tolerant mechanisms can be applied to the development and use of salt-tolerant crop plants. Plants that can tolerate repeated exposure to seawater are considered quite rare. The Seashore Paspalum (*Paspalum vaginatum* Sw.) is one of such ‘rare’ plants. Nevertheless, the precise mechanisms by it deals with high salt concentrations have remained unclear until now.

Recently, Wu et al*.,* (2020) found that higher salinity tolerance of a *P.vaginatum* cultivar was associated with higher Na^+^, which triggered our interest in understanding how Na^+^ accumulation aids its enhanced tolerance[10]. Our study highlighted tissue-specific adaptations as perhaps common among halophytes. High ST values are not necessarily related to a high salt tolerance in a few halophytes such as *Puccinellia tenuiflora* [29], and our results suggest that *P.vaginatum* might be one of those.

As active Na^+^ uptake is efficient and cheaper than osmolyte biosynthesis, it is the principal strategy of some halophytes for osmotic homeostasis under saline conditions [30]. This enables halophytes to maintain cellular turgor pressure and sustain growth even in saline environments. Salt-tolerant *P. vaginatum* accession tends to accumulate Na^+^ to maintain high osmotic pressure for water leaf adsorption [10, 31]. With a combination of physiological and omics evidence, we found that the Na^+^ uptake contributes to osmotic adjustment, lipid adaptation and signalling processes, thereby enhancing salt tolerance in *P. vaginatum* plants.

### Na^+^ accumulation induces root-sourced H_2_O_2_ and subsequently activates the antioxidant system

Extensive studies have shown that hydrogen peroxide (H_2_O_2_) can lead to harmful effects in unfavourable environmental conditions [32, 33]. Nevertheless, several reports highlighted the involvement of root-sourced NADPH-mediated H_2_O_2_ in increasing plant salt tolerance [34–37]. In *P. vaginatum* plants, Na^+^ uptake caused the accumulation of root-organised H_2_O_2_ in salt-tolerant plant roots (Fig. 2A). Our results confirm for the first time that root-sourced H_2_O_2_ plays a vital role in halophyte plant tolerance to high salinity.

SOD and CAT are essential defense mechanisms against oxidative stress caused by salt stress [38]. These two enzymes have been identified as crucial regulators for achieving optimal H_2_O_2_ levels, contributing to plant salinity tolerance in glycophytic plants [39, 40]. However, whether H_2_O_2_ is important for halophytes remains debatable, as there is limited evidence of its importance so far. In our study, increased root-derived H_2_O_2_ did trigger higher amounts of CAT and Mn^2+^-SOD (Fig. 2B and 2D) enzymes suggesting that it induced their activity in roots, therefore contributing to the enzymatic antioxidant system of salt-tolerant seashore paspalum in response to salt stress.

With increasing H_2_O_2_, some amino acids that are important as efficient antioxidants for plants to control the appropriate amounts of H_2_O_2_ under saline conditions were not significantly abundant (Fig. 3B), such as tryptophan, phenylalanine, and phenylpropanoids [41]. Interestingly, we observed that such amino acids were involved in conferring salt tolerance to *P. vaginatum* leaves (Fig. 3B). This result is consistent with the observation that Na^+^ accumulation triggers a slight rise in H_2_O_2_ generation although it was not significantly different between the two accessions (Fig. 1B and Fig. 2A). Our evidence supports that Na^+^ accumulation plays an important role in triggering the enzymatic and non-enzymatic antioxidant system to obtain salinity tolerance in this halophytic species, especially for roots.

### Na^+^ uptake is associated with tissue-specific lipid metabolism

Na^+^ accumulation is commonly thought to decrease lipid contents [24] through lipid peroxidation caused by Na^+^-induced ROS in glycophytic plants under salt stress [42, 43], while studies have provided evidence that membrane lipid alterations are essential for maintaining membrane homeostasis in halophytes under salt stress [19, 20].

In agreement with previous reports, we found that salt-tolerant *P. vaginatum* plants are prone to increase their lipid contents to improve salt tolerance (Fig. 4). The increase was particularly noticeable for galactolipids (DGDGs) and phospholipids (PCs and PEs), and their overall increase has been linked to membrane fluidity and permeability maintenance during osmotic stress [44]. Furthermore, the importance of increased DGDGs, PCs, and PEs contents to plant stress tolerance has been confirmed [24, 45]. We observed an obvious upregulation of DGDGs, PCs and PEs in salt-tolerant plants in response to salt stress, indicating that Na^+^-induced lipid metabolism is required for improved plant tolerance to salt stress in the halophytic grass *P. vaginatum* (Fig. 4).

### Na^+^-induced upregulation of amino acid metabolism is the central hub for root-shoot coordination

As mentioned, several amino acids act as antioxidants in the homeostasis of root-dependent H_2_O_2_ in salt tolerant accession (Fig. 3B). Additionally, some amino acids, such as arginine, are essential precursor molecules for the synthesis of secondary metabolites, including polyamines, phenolic compounds, and alkaloids associated with salt tolerance [46]. For example, the strongly decreased arginine could contribute to polyamines synthesis during salt stress in the leaves of salt-tolerant *P. vaginatum* plants (Fig. 3B), and phenylalanine can serve as precursors for phenolic compounds and alkaloids synthesis to minimise salt stress-induced oxidative stress [47, 48]. This result is consistent with our transcriptome profiling study, in which the gene-metabolite regulatory network has an essential role for amino acids in important secondary metabolites synthesis. Additionally, we identified several DEGs in leaves mapped into GO terms called ‘Amino acid transport” and “Amino acid import’, indicating that amino acids produced in leaves may act as important contributors for polyamines and phenolic compounds required for root salt tolerance.

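In leaves of both accessions, amino acid transporter genes were higher or lower after 5 days of salt than in non-stressed plants, and their list as a whole did not pass in camera (adjusted p = 0.727 in tolerant and 0.484 in sensitive leaves). Among them 2 genes named WAT1-related fell in both accessions, and the vacuolar transporter AVT1A rose in both. Outside that list, 2 genes of the bidirectional amino acid permease BAT1 fell in both. A lysine histidine transporter gene fell and the transporter ANT1 rose in tolerant leaves.
Between non-stressed leaves and leaves after 5 days of salt, 1903 genes differed in the tolerant accession, 917 higher and 986 lower after salt, and 1482 in the sensitive accession, 788 and 694, or 808 and 492 with median-ratio scaling. Circadian clock genes were among them, 4 higher and 6 lower of 24 in tolerant and 3 and 6 in sensitive leaves. The clock gene CCA1 (emOS184.45), chosen after its values were seen, was at 2.51 ± 0.439 FPKM in non-stressed and 758 ± 273 in salt-treated tolerant leaves (adjusted p = 2.26e-07), and at 2.08 ± 1.06 and 486 ± 70.4 in sensitive leaves (adjusted p = 2.67e-07). The hours at which non-stressed and salt-treated plants were collected are not given in the sources used here, so salt and hour cannot be told apart. Other splits of the 6 leaf libraries, which mix salt-treated and non-stressed plants, called up to 1813 genes in the tolerant accession and 0 in the sensitive accession. Of 73 amino acid transporter genes 4 rose and 6 fell in tolerant leaves, and 3 rose and 8 fell in sensitive leaves, or 3 and 9 adjusted over the list alone. With each library left out in turn, 2 and 6 of these calls held in tolerant leaves and 1 and 4 in sensitive leaves. The WAT1-related gene emOS55.1351 was at -4.26 (SE 0.31, adjusted p = 1.6e-05) in tolerant and -3.59 (SE 0.31, adjusted p = 5e-05) in sensitive leaves, and emFS4.115 of the same kind at -3.43 (adjusted p = 3.89e-05) and -4.20 (adjusted p = 1.54e-05). The AVT1A gene emOS36.320, which moves amino acids between vacuole and cytosol, was at 2.76 (SE 0.31, adjusted p = 0.000214) and 3.08 (SE 0.31, adjusted p = 0.000141). The lysine histidine transporter 1 gene emOS89.347 was at -3.11 (adjusted p = 0.00234) in tolerant leaves and -0.32 (adjusted p = 0.799) in sensitive leaves. The ANT1 gene emOS99.355, for aromatic and neutral amino acids, was at 2.99 (adjusted p = 0.000269) and 1.13 (adjusted p = 0.0533). For both, the difference between the accessions in the salt response did not pass its own test (adjusted p = 0.612 each).
Amino acid transmembrane transporter activity held 5 of 50 genes among the higher and 5 among the lower DEGs of tolerant leaves (Fisher's exact adjusted p = 0.731 and 0.978). In sensitive leaves it held 5 and 6 (Fisher's exact adjusted p = 0.624 and 0.23). Among narrower terms, chosen after their values were seen, L-alanine transmembrane transporter activity held 6 of 10 genes among the lower DEGs of tolerant leaves (Fisher's exact adjusted p = 0.000347). L-glutamate transmembrane transporter activity held 6 of 12 (adjusted p = 0.00105), and both were lost at a pseudocount of 5 (0.126 and 0.128). In sensitive leaves the L-alanine term held 4 of 10 (adjusted p = 0.0203), and missed the threshold without sensitive non-stressed replicate 2 or 3 (0.119 and 0.16) or sensitive salt-treated replicate 2 (0.141), with median-ratio scaling (0.0982) and at a pseudocount of 5 (1). Of its members, the BAT1 genes emFS4.888 and emFS4.887 were at -3.09 (adjusted p = 0.000102) and -1.94 (adjusted p = 0.00495) in tolerant leaves and at -2.34 (adjusted p = 0.00067) and -2.04 (adjusted p = 0.00447) in sensitive leaves. The copy emFS4.891 was at -2.67 (adjusted p = 0.000214) in tolerant leaves. Amino acid import held 2 of 4 genes among the lower DEGs of tolerant leaves (Fisher's exact p = 0.0136), emOS89.347 and the amino acid permease 1 gene emOS168.229 at -1.75 (adjusted p = 0.000852). The last call and that of emFS4.888 in sensitive leaves were lost at a pseudocount of 5. From DEGs of leaves in the terms for amino acid transport and import, the paper proposes that amino acids made in leaves contribute to the polyamines and phenolic compounds that roots need for salt tolerance.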

## Conclusion

Overall, variation in salinity tolerance among different *P. vaginatum* genotypes was closely linked to Na^+^ accumulation in the roots. Under saline conditions, salt-tolerant plants exhibit preferential Na^+^uptake, which is likely stored in their roots. During salt stress, the presence of Na^+^-induced root-sourced H_2_O_2_ activates antioxidant systems in salt-tolerant plants. This activation is tissue-specific and plays a crucial role in conferring salt tolerance. Furthermore, Na^+^ accumulation likely serves as a trigger for the upregulation of lipid metabolism, thereby enhancing *P. vaginatum* salt tolerance. Additionally, DEGs related to salt tolerance are inversely related to organic acid and amino acid metabolism. Overall, this study provides insights into the molecular mechanisms underlying *P. vaginatum* salt tolerance.

## Supplementary Information

**Additional file 1: Table S1.** A Lists of raw data of root metabolomes. **Table S1.** B Lists of raw data of leaf metabolomes. **Table S1.** C Lists of differentially abundanced metabolites from root metabolomes. **Table S1.** D Lists of differentially abundanced metabolites from leaf metabolomes.

**Additional file 2: Table S2.** A Lists of raw data of root lipidomes under different treatments. **Table S2.** B Lists of differential lipids in roots with or without salt stress (p-value<0.05).

## Data Availability

The datasets generated and analyzed for this work were deposited in the NCBI Gene Expression Omnibus under the GEO accession number: GSE233155, available from https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233155. Other datasets used in this study are included in this published article and its supplementary information files.

How the deposited data were processed for this re-analysis (not part of the article)

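RNA of leaves and roots of the salt-tolerant and the salt-sensitive accession of Paspalum vaginatum was measured by RNA-seq in 72 libraries, 24 conditions of 3. The authors extracted RNA with a plant RNA kit, sequenced it on an Illumina HiSeq instrument, trimmed reads with Trimmomatic (version 0.32 in the submitters' processing notes), aligned them with HISAT2 (version 2.1.0 there) and called DEGs with DESeq2. The genome build, the strand setting of the counting and the sequencing depth are not given in the sources used here. The deposited values are FPKM with 2 decimals, made by the authors for 27743 gene models, and the methods call the unit RPKM. No read counts were used here, so the authors' count-based test was not repeated. A library's FPKM sum, 671959 to 774486 over the series, is not its depth. Relative depth was estimated from the smallest step between the low values of 377 genes and lay between 0.778 and 1.26 times the median, with a median log2 residual of 0.036. Differences in the number of genes at low values between libraries can therefore include depth.

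Samples were assigned by their labels, which accession is tolerant and which sensitive was taken from the methods and Table S1, and 0 columns of values stayed unassigned. The hour of collection is not given in the sources used here. In each tissue the 12 libraries of non-stressed plants and of plants after 5 days of salt entered 1 fit of 4 groups in limma 3.58.1 (R 4.3.3) on log2(FPKM + 1). Tests were moderated with a trend on mean expression, and p-values were adjusted by Benjamini-Hochberg over the genes with 1 FPKM or more in at least 3 libraries. All tests are two-sided except Fisher's exact test for enrichment, which is one-sided. The 24 libraries of both tissues gave the difference between tissues, and the 36 libraries of a tissue gave the earlier salt times. The median log2 fold change over all tested leaf genes was -0.21 between non-stressed accessions, -0.15 for salt in the sensitive accession and 0.16 for the difference between the accessions in the salt response, and leaf values are relative to these shifts. Tables were written with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15 and figures with matplotlib 3.10.9. The code was tested on simulated data. Besides the recovery given with the data, 90 of 100 leaf and 98 of 100 root genes changed by 3 on the log2 scale were called with the right sign, and 0 genes were called in the unchanged comparison. The limits given there for the simulated noise hold here too.

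Gene Ontology terms were used as annotated directly to 21659 genes, without adding parent terms, and terms of 10 to 500 genes were adjusted together. Terms with fewer genes have an unadjusted p alone, and those with no directly annotated gene were not tested. Gene names are matches to other species, with a Swiss-Prot match for 18886 genes. Positions are those of the deposited table, in which 26698 genes lie on 10 chromosomes. The gene table supplied for the species uses other identifiers and was not used here. For list tests, camera was run with a preset correlation of 0.01 between genes and again with an estimated correlation.

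Before the data were examined, 17 gene lists were fixed by words in the gene names: antioxidant enzymes, NADPH oxidase, proline and ornithine metabolism, arginine and polyamine metabolism, aromatic amino acid synthesis, phenylpropanoid and lignin synthesis, flavonoid synthesis, amino acid transporters, sodium, potassium and proton transport, membrane lipid and triacylglycerol metabolism, polyols and compatible solutes, abscisic acid and dehydration response, photosynthesis, root markers, senescence and chlorophyll breakdown, ribosomal proteins, and heat shock and unfolded protein. The words were fitted to the spelling of the deposited names before any test was made, and the protein phosphatases of the abscisic acid list were left out because the names give no clade. A list of circadian clock genes was added after the first results were seen. Genes named in the text are, for each comparison, the 10 DEGs with the largest positive and the 10 with the largest negative log2 fold change whose libraries do not overlap, list members that are DEGs (up to 4 a list, largest change first), and the genes of enzymes the study names in its text or figures. In places more than 4 DEGs of a list are named. Named genes outside these rules were chosen after their values were seen, and the text does not mark each of them. The leaf-marker score is the mean log2(FPKM + 1) of 727 genes at least 16 times higher in leaves than in roots of non-stressed sensitive plants, and the root-marker score that of 446 genes higher in roots. An accession score is the mean of genes high in the tolerant accession minus that of genes high in the sensitive accession, taking the genes from the other tissue.

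Alternatives were a pseudocount of 0.1 or 5, no filter, a mean of at least 5 FPKM, median-ratio scaling, values scaled to a sum of 1000000 per library, no trend in the moderated test, a fold threshold of 1, the 6 libraries of a comparison alone, all 36 libraries of a tissue, a replicate block, and each library left out in turn. Leaving out together the libraries that stand apart from their replicates was added after the data were seen. The closing section gives their effect. Intensities of metabolites were read from Table S1 of the paper, compared in limma on the log2 scale at the same adjusted p without a fold threshold, and are given in the closing section only. A column of Table S1 described as log2 fold changes holds values outside that scale and was not used here. The lipidome and the gene to metabolite network were not analysed here.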

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

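The test for root tissue in leaf libraries, that of abundant leaf transcripts in roots and the counts over other splits of the samples were chosen after the results were seen.

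The difference between the accessions in the salt response was tested in each tissue. In roots 75 genes passed, with a more positive response of the tolerant accession at 44 and a more negative at 31, and 4172 had an unadjusted p under 0.05 in limma. Among them were the clock gene CCA1 (emOS184.45) at 2.72 (adjusted p = 0.00357) and the galactinol synthase 2 gene emOS100.207, of raffinose synthesis, at 2.06 (adjusted p = 0.00357). The root count was 858 without replicate 3 of salt-treated tolerant roots, 347 without replicate 3 of salt-treated sensitive roots, 186 without replicate 1 and 5 without replicate 3 of non-stressed sensitive roots, 48 without replicate 1 of salt-treated sensitive roots, 70 without replicate 2 of these, and 9 to 14 without any 1 of the other 6 libraries. In leaves 11 genes passed, 3 more positive and 8 more negative, and 1091 had an unadjusted p under 0.05. The pollen-wall protein RAFTIN 1A gene emFS12.590 had the largest leaf difference at -6.04 (adjusted p = 0.00365). The leaf count was 16 without replicate 2 of non-stressed or replicate 3 of salt-treated tolerant leaves, 6 without replicate 3 of non-stressed sensitive leaves, and 4 or 5 without any 1 of the other 9 libraries. The difference between the accessions under salt differed between tissues at 207 genes. Of 100 drawn splits of the samples, the real one included, 5 gave as many genes in roots, 6 in leaves and 14 between tissues, with up to 1383, 4280 and 1235 genes, so chance cannot be excluded for these 3 counts. Why some splits call several times the real count was not tested.

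The paper does not analyse the salt times of 8, 12, 24 and 48 h. In leaves, the accessions differed at 1220, 526, 517 and 381 genes at these times. From non-stressed plants, 2688, 3143, 3091 and 2436 genes differed in tolerant leaves and 371, 2015, 5127 and 1928 in sensitive leaves. At 24 h sensitive leaves had 1627 higher and 3500 lower DEGs, with a median of -0.57 on the log2 scale over all tested genes. The count of 371 was 1025 and 239 without replicates 3 and 2 of non-stressed sensitive leaves and 221 and 196 without replicates 2 and 3 at 8 h, and that of 517 was 778 without replicate 1 of sensitive leaves at 24 h. Replicate 1 at 8 h and all 3 replicates at 12 h of tolerant leaves had accession scores of 1.84 to 2.30, against 4.25 to 5.10 in the other 14 tolerant leaf libraries. Other splits of the 6 libraries reached at most 35, 36, 173 and 26 genes between accessions, 37, 0, 17 and 0 for tolerant and 1, 1255, 3 and 2 for sensitive leaves.

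In roots, the accessions differed at 549, 212, 1350 and 404 genes at 8, 12, 24 and 48 h. From non-stressed plants, 2817, 2370, 2020 and 2162 genes differed in tolerant roots and 2865, 2538, 2640 and 2078 in sensitive roots. The count of 549 was 1298, 331 and 287 without replicates 2, 1 and 3 of sensitive roots at 8 h and 290 without replicate 3 of tolerant roots. That of 212 was 359 and 137 without replicates 1 and 3 of tolerant roots at 12 h, and that of 1350 was 875 without replicate 1 of sensitive roots at 24 h. Other splits reached at most 249, 283, 0 and 0 genes between accessions, 0, 1, 0 and 0 for tolerant and 29, 184, 0 and 3 for sensitive roots. At 8 h and 12 h replicate 1 of tolerant roots held 57.4% and 62.9% of the sensitive level of the 6 genes expressed in the sensitive accession, the median over these genes.

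For the main comparisons, other splits of the 6 libraries gave at most 140 leaf and 292 root genes against the real 348 and 548 between salt-treated accessions, and 311 and 0 against 326 and 900 between non-stressed accessions. Between salt-treated and non-stressed plants they gave 1813 and 1 against 1903 and 1220 in the tolerant accession, and 0 and 1 against 1482 and 2738 in the sensitive accession. For metabolites they gave 1 against 146 in leaves and 0 against 7 in roots. The 10 splits of 3 libraries against 3 are too few for a share under 0.05. In 1 of the 10, the real split, the count was reached, except between roots of the accessions at 12 h, where 2 of the 10 splits reached 212.

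Replicate 1 of non-stressed tolerant, replicate 3 of non-stressed sensitive and replicate 3 of salt-treated tolerant leaves stood apart from their own replicates. A library carrying the other accession's label is argued against, since 0 of the 3 lay on the other side of the midpoint of accession scores, and root tissue as the whole cause is argued against too. It can only dilute genes that are not higher in roots, yet at 10 FPKM or more 7.1%, 23.6% and 47.6% of these differed over 2-fold from the library's own replicates, which differed from each other at 1.2%, 4.2% and 5.4%, while the root-marker score was above those of its own replicates in the first library alone (1.14 against 0.88 and 0.89). For another hour of harvest than that of their own replicates, the test written beforehand asked for a spread of 24 circadian clock genes above that of random lists. Their median SD between replicates of 0.303 lay at percentile 32.1 of 10000 random lists with a median of 0.328. The random lists come from the same libraries, whose other genes stand apart too, and direction was not used, so this test cannot decide. It also does not bear on the hours of different groups, between which clock genes differed. No biological explanation was tested, and another hour of harvest and differences between the plants sampled stay open.

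The accession scores set the 4 tolerant leaf libraries of 8 h (replicate 1) and 12 h (all 3) apart. RNA of the sensitive accession mixed into the libraries is argued against, since 4 of the 11 genes high in tolerant roots were below 20% of the tolerant level in all 4 libraries while thioredoxin (emOS146.54) stayed at 80% or more, where a mixture lowers all alike. A candidate explanation is that these plants were of another genotype than the other tolerant leaf libraries, since of the genes below 20% in any of the 4, 80% were below it in all 4. In a wider set 37 of 87 tolerant genes were lost in all 4 libraries and 42 in none, and 25 of 59 sensitive genes were gained in all 4. All libraries of non-stressed plants and of 5 days of salt scored with their own accession.

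In sensitive roots, 29 of 41 photosynthesis genes were higher and 1 lower after 5 days of salt than in non-stressed plants, or 30 and 1 adjusted over the list alone (camera adjusted p = 6.41e-06, but adjusted p = 0.649 with an estimated correlation). The 133 leaf markers without a chloroplast annotation rose by a median of 1.63% of the leaf level (quartiles 0.11% and 8.9%) and the 190 with one by 2.17% (0.67% and 3.91%), within a factor of 2 of each other, as the test written beforehand gives for leaf RNA, though these markers were chosen for low values in the non-stressed roots from which the rise is measured. Leaf RNA as the whole cause is argued against, since it would bring abundant leaf transcripts at 1 common share, and 68 of 280 leaf markers chosen in the tolerant accession, of at least 50 FPKM in each salt-treated sensitive leaf library (24.3%), stood below 0.94% of the leaf level, where photosynthesis genes rose by a median of 1.87% of it. The non-specific lipid-transfer protein 2B gene emOS35.48, chosen after its values were seen, had a mean of 3977 FPKM in salt-treated leaves and 0.0667 in salt-treated roots. A smaller admixture of leaf RNA, greening of the roots and another hour of harvest stay open.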

How the results depend on the processing

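Beside the settings fixed before the data were examined, leaving out together the libraries that stand apart from their replicates was chosen after the data were seen, and it narrows the spread by construction. The named genes kept their direction in each of 3235 values under other settings and 1668 without a library. They kept their side of the threshold in 3031 and 1480 of these, missed it in 194 and 185 and newly passed it in 10 and 3. Of 263 calls, 202 held without each library and 139 under each other setting. The counts of list members stayed within 1.5 times in 1348 of 1632 values under other settings and in 692 of 816 without a library. Set tests kept their direction and side of the threshold in 244 of 272 and lost the call in 24. With median-ratio scaling the direction turned for leaf membrane lipids between salt-treated accessions (adjusted p = 0.999), leaf proline genes (0.973) and leaf ion transport (0.945) between non-stressed accessions and root polyols between non-stressed accessions (0.914), none of which passed the test. A pseudocount of 5 shrinks the fold changes of genes with low values by construction, a filter on the mean tests fewer genes, and a lower fold threshold admits more. For the other settings the cause was not tested. The values carry no read counts and relative depth was 0.778 to 1.26 times the median, so a counting error per gene was not computed and differences between libraries at low values can include depth.

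At a pseudocount of 5 the leaf counts were 105 between salt-treated and 112 between non-stressed accessions, 1031 and 877 for salt in the tolerant and sensitive accession and 5 for the difference in the salt response, and the root counts 172, 348, 636, 1330 and 44. The tissue difference was then 103 and the genes shared in direction 55. At a pseudocount of 0.1 roots gave 930, 1493 and, for salt in the tolerant accession, 1842, the leaf difference in the salt response 0 (limma, 1091 at an unadjusted p under 0.05 at the main setting), and the shared genes 309. With a mean of at least 5 FPKM leaves gave 158, 131 and, for the difference in the salt response, 1, roots 333, 515 and 39 in the same order, the tissue difference 127 and the shared genes 77. A fold threshold of 1 gave 545, 496, 3046 and 2490 in leaves, 1208, 1495, 2422, 4616 and 114 in roots and 325 shared genes. From the 6 libraries alone 230 leaf and 358 root genes differed between salt-treated accessions, and with all 36 libraries 125 root genes in the salt response. Without the libraries that stand apart leaves gave 665 (415 higher and 250 lower) and 3080 between accessions, 4398 (3212 and 1186) for salt in the tolerant accession and 3483 for the difference in the salt response, and roots 1049 and, for the difference in the salt response, 1626. The earlier times at a pseudocount of 0.1 gave 800, 991 and 615 leaf genes between accessions at 12, 24 and 48 h, 940, 402, 2646 and 722 root genes at 8, 12, 24 and 48 h, and 4040 for salt in sensitive roots at 24 h.

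Enriched terms between salt-treated accessions, 1 in each tissue, were 6 in leaves and 8 in roots at a pseudocount of 0.1 and 0 and 0 at 5. They were 0 in leaves without a filter, 0 and 2 with a mean of at least 5 FPKM, 0 and 0 with median-ratio scaling and with a sum of 1000000, 0 and 4 at a fold threshold of 1, 0 in leaves from the 6 libraries, 0 in roots with all libraries, and 14 and 16 without the libraries that stand apart. Metabolites numbered 25 in roots with floor values set to missing and 2 with sample-median scaling, against 7.

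With each library left out in turn, counts ranged from 4 to 16 for the leaf and 5 to 858 for the root difference in the salt response, 560 to 814 between non-stressed roots, 126 to 362 for the tissue difference, 196 to 1025 for salt in sensitive leaves at 8 h, and 406 to 778 between leaves at 24 h. Between roots they ranged from 287 to 1298 at 8 h, 137 to 359 at 12 h and 875 to 1597 at 24 h. Enriched terms ranged from 0 to 3 in leaves and 0 to 17 in roots, and metabolites from 80 to 132 in leaves (main 146), with 80 without tolerant replicate 2 and 81 without sensitive replicate 1, and from 0 to 7 in roots (main 7), with 0 without sensitive replicate 3, 1, 4 and 3 without tolerant replicates 1, 2 and 3.

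The replicate numbers did not pair the samples in every comparison, and pairing in some of them cannot be excluded. Deviations of same-numbered libraries of the salt-treated accessions correlated at -0.27, 0.65 and 0.06 in leaves and at -0.39, 0.13 and -0.35 in roots. Those of the non-stressed accessions correlated at 0.71, -0.31 and 0.66 in leaves and at 0.03, -0.19 and -0.01 in roots. Salt-treated and non-stressed leaves had 0.71, -0.44 and 0.56 in the tolerant and -0.48, 0.15 and -0.14 in the sensitive accession. Not every library correlated best with its own number. With a replicate block the counts were 366, 348, 2047 and 1574 in leaves and 523, 806, 1194 and 2681 in roots for the accessions under salt, the accessions without it and salt in the tolerant and sensitive accession. The block gave 8 leaf and 13 root genes for the difference in the salt response and 197 for the tissue difference.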

Differences from the paper's values

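The paper's text gives no number of DEGs to set beside those found here. Terms were used here as annotated directly to genes, without the genes of narrower terms, so they need not hold the same genes as the paper's terms. In Fig. 5C, and in its text, the paper places amino acid import and transport among processes lower in salt-treated leaves of the tolerant accession. At the thresholds of the methods, the leaf terms amino acid import, amino acid transport and acidic amino acid transport held 0 DEGs in limma. The amino acid permease 1 gene emOS168.229 was lower at -1.14 (adjusted p = 0.0375). Amino acid import held 1 of 4 genes among the lower DEGs, this gene, at a pseudocount of 0.1 (Fisher's exact p = 0.0399), at a fold threshold of 1 (p = 0.0424) and without replicate 2 of sensitive leaves (p = 0.0291), and has too few genes for an adjusted p.

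For salt-treated roots Fig. 5C places amino acid transport, amino acid import, anion transport and transmembrane transport on the lower side. The first 3 terms held 0 DEGs in limma, and transmembrane transport 1 higher (Fisher's exact p = 0.498) and 0 lower. The related term amino acid transmembrane transport, with 30 tested genes, held 1 higher and 1 lower (Fisher's exact p = 0.309 and 0.29). At a pseudocount of 0.1 each of the 4 terms of the figure held 1 lower DEG, amino acid transport with Fisher's exact p = 0.136 beside 1 higher (p = 0.135), amino acid import with p = 0.0992, anion transport with p = 0.0607 and transmembrane transport with p = 0.69. Amino acid transport also held 1 lower DEG without replicate 1 of sensitive roots (Fisher's exact p = 0.0799), and amino acid import without replicate 2 of these (Fisher's exact p = 0.056). At a fold threshold of 1 amino acid transport held 1 lower (Fisher's exact p = 0.162) and 1 higher (p = 0.183), and amino acid import 1 lower (p = 0.118) and 1 higher (p = 0.135). Amino acid transmembrane transporter activity, which the figure does not show, held 3 lower of 54 genes (Fisher's exact p = 0.0232, adjusted p = 1), 6 at a fold threshold of 1 (adjusted p = 0.268) and 5 at a pseudocount of 0.1 (adjusted p = 0.464).

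In the same figure aromatic compound biosynthetic process is enriched among higher genes of salt-treated roots. It held 2 of 11 genes (adjusted p = 0.821), or 3 with a sum of 1000000 (adjusted p = 0.221), at a pseudocount of 0.1 (adjusted p = 0.367) and at a fold threshold of 1 (adjusted p = 0.334). Without replicate 1 or 2 of tolerant or replicate 3 of sensitive roots it also held 3 (adjusted p = 0.179, 0.332 and 0.159), and it passed in none of these. Leaving out the libraries that stand apart, chosen after the values were seen, gave 3 lower (adjusted p = 0.143). Another 6 terms of the figure have no gene annotated to them directly and were not tested here.

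For non-stressed plants the paper states enrichment of aromatic compound processes among higher genes in both tissues. In roots the term passed (Fisher's exact adjusted p = 0.00844), but it missed the threshold with each library left out in turn. In leaves it held 1 of 12 genes (Fisher's exact p = 0.0691, adjusted p = 1), or p = 0.0499 and adjusted p = 1 without replicate 2 of non-stressed tolerant leaves. Fig. 5A shows genes shared by leaves and roots with opposite directions, while the 195 shared DEGs had 1 direction in both tissues. Opposite directions appeared at 2 genes at a fold threshold of 1, at 1 gene at a pseudocount of 0.1, with a sum of 1000000, with all libraries and without replicate 3 of salt-treated tolerant roots, at 2 genes without replicate 3 of salt-treated sensitive roots and, chosen after the values were seen, at 16 genes without the libraries that stand apart. Fig. 5A shows leaf DEGs mostly on the lower side, while 173 were higher and 175 lower. More DEGs in roots than in leaves, as the paper states, were found here too, though the larger spread between leaf replicates lowers the leaf counts.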

Other observations

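The test of the hour of harvest below was chosen after the results were seen. Many of the same genes differed in both accessions between non-stressed plants and plants after 5 days of salt. In leaves 1059 DEGs were shared in direction, 558 higher and 501 lower, of 1903 in the tolerant and 1482 in the sensitive accession, and in roots 915 and 1 in opposite directions, of 1220 and 2738. Both comparisons use separate control libraries, and independent lists would share 33.4 higher and 31.6 lower genes in leaves and 51.7 and 28.4 in roots. Of the leaf DEGs between accessions, 215 were shared in direction by salt-treated and non-stressed plants, as were 295 of those in roots, with 3 in opposite directions. The inositol-3-phosphate synthase gene emOS55.55, the entry to inositol and its methyl ethers, was higher after salt in leaves by 6.12 and 5.15 in the tolerant and sensitive accession and in roots by 2.60 and 2.90. The dehydrin DHN3 gene emFS9.217 was higher by 5.35 and 6.71 in leaves and 3.63 and 6.70 in roots. In tolerant leaves it was at 6.55 and 4.45 without non-stressed replicates 1 and 3, and in sensitive roots at 7.31 and 5.61 without salt-treated replicates 1 and 3. The late embryogenesis abundant protein gene emFS1.189 was higher by 7.71 and 7.91 in roots. The abscisic acid receptor PYL8 gene emFS26.414 had leaf values of -3.75 and -3.89. Each of these log2 fold changes had an adjusted p of at most 0.05 in limma. Of 36 leaf genes of abscisic acid and dehydration response 9 were higher and 4 lower in tolerant leaves, and 9 and 1 in sensitive leaves, with 9 and 5 and 9 and 1 adjusted over the list alone.

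Chaperone genes were higher after salt in leaves of both accessions, 33 higher and 6 lower of 146 in the tolerant and 31 and 5 in the sensitive accession, or 35 and 7 and 32 and 5 adjusted over the list alone (camera adjusted p = 0.00178 and 8.72e-06, but adjusted p = 0.474 and 0.287 with an estimated correlation). The 18.6 kDa heat shock protein gene emOS36.358 had 5.98 and 7.20 in leaves and 4.82 and 5.22 in roots, while the chaperone DnaJ C76 gene emOS168.411 had -8.82 and -8.86 in leaves. Response to heat held 25 of 127 genes among the higher leaf DEGs of the tolerant and 23 of the sensitive accession (Fisher's exact adjusted p = 4.46e-08 and 6.53e-08), and heme binding 50 and 46 of 297 among the lower (2.27e-11 and 2.05e-15). These terms were chosen after their values were seen. In polyamine metabolism the arginine decarboxylase gene emFS4.1355 had 2.61 and 2.83 in leaves, the ornithine decarboxylase gene emOS91.222 2.99 and 3.20 and the polyamine oxidase 4 gene emFS6.355 -3.85 and -3.44. Of 21 such genes 5 were higher and 2 lower in tolerant and 6 and 1 in sensitive leaves, with the same counts adjusted over the list alone. The proline synthesis gene emFS18.1840 had 2.70 and 2.40 in leaves.

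In roots the potassium transporter 1 gene emFS22.1351 had -4.23 and -4.48 and the ascorbate peroxidase 1 gene emOS55.711 2.16 and 2.90 in the tolerant and sensitive accession. Between non-stressed and salt-treated plants 12.9% of the tested genes differed in sensitive and 5.75% in tolerant roots. In sensitive roots after salt, 10 were higher and 3 lower of 29 flavonoid genes, 12 and 5 of 49 phenylpropanoid and lignin genes and 12 and 12 of 81 amino acid transporters, with the same counts adjusted over the list alone and no list passing in camera (adjusted p = 0.524, 0.524 and 0.858). Whether these lists differ between the accessions was not tested, and polyamine genes had 4 DEGs, proline genes 2 and NADPH oxidases 2 in each accession. Of the former calls, 9 and 2, 10 and 2, and 7 and 9 held with each library left out in turn. The chalcone synthase gene emFS15.122, the entry to flavonoids, had 3.34 (adjusted p = 0.00081) in sensitive and 0.91 (adjusted p = 0.245) in tolerant roots, and the amino acid permease 3 gene emOS81.54 2.61 (adjusted p = 0.000704) and 1.21 (adjusted p = 0.0521). The difference between the accessions did not pass its own test for either (adjusted p = 0.144 and 0.236). Nitrate assimilation held 13 of 38 genes among the lower DEGs of sensitive roots (adjusted p = 1.28e-05). Of 184 ribosomal protein genes 154 were higher in sensitive roots after salt at an adjusted p of at most 0.05 without a fold threshold, with a median of 0.60 on the log2 scale (camera adjusted p = 1.26e-20, but adjusted p = 0.612 with an estimated correlation), and 59 in tolerant roots. As DEGs 1 was higher and 1 lower in each accession, also when adjusted over the list alone. Of 36 root markers 13 were lower in each accession, with 1 and 5 higher in the tolerant and sensitive accession, or 1 and 6 adjusted over the list alone (camera adjusted p = 0.00246 and 0.029, but adjusted p = 0.201 and 0.612 with an estimated correlation). The root-marker score was 5.77 to 6.36 in non-stressed and 3.81 to 4.20 in salt-treated sensitive roots. Its genes were chosen for high values in these same non-stressed roots, so a fall is partly built in.

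Clock genes also differed between non-stressed and salt-treated plants. Of 24 tested, 4 were higher and 5 lower after 5 days in tolerant roots and 5 and 4 in sensitive roots, and in leaves 3 higher and 6 lower DEGs were shared by the accessions. In tolerant leaves the mean of CCA1 (emOS184.45), a gene of the morning, was 2.51 FPKM in non-stressed plants, 0.79, 13.3, 886 and 681 at 8, 12, 24 and 48 h and 758 after 5 days. In sensitive leaves it was 2.08, 1.14, 6.7, 352, 469 and 486 in the same order. The gene PRR1 (emOS174.810), expressed in the evening, ran the other way in tolerant leaves, with 75.3, 67.9, 21.9, 1.73, 2.12 and 2.19 FPKM. Of the clock DEGs in leaves after 5 days, over both accessions, 94.7% were DEGs in the same direction at 24 h and 48 h. In roots this held for 8 of 9 clock DEGs of the tolerant but 4 of 9 of the sensitive accession. A candidate explanation for the leaves is that those of 24 h, 48 h and 5 days were collected at another hour of the day than the non-stressed ones. For clock genes of leaves salt and hour cannot be told apart, since non-stressed libraries of 1 time were analysed here for each accession and tissue and the sources used here give no hour. The same limit holds for other genes that differ between non-stressed and salt-treated plants, those shared by the accessions included. By the labels 24 h, 48 h and 5 days fall at the hour of time 0, while the methods place the collection of both groups on the fifth day.

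Between non-stressed accessions, leaf photosynthesis genes were higher in the tolerant accession in camera (adjusted p = 3.91e-15, but adjusted p = 0.673 with an estimated correlation), as were leaf senescence genes (adjusted p = 0.0171, but 0.673) and root ribosomal protein genes (adjusted p = 0.0133, but 0.974). The same 6 genes expressed in the sensitive accession were at a median of 19.1%, 0 and 12.8% of the sensitive level in replicates 1, 2 and 3 of non-stressed tolerant leaves. No explanation was tested for this.

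Metabolite intensities of the paper's Table S1 differed between salt-treated accessions at 146 of 638 leaf compounds, 82 higher and 64 lower in the tolerant accession, and at 7 of 531 root compounds, 4 and 3, at an adjusted p of at most 0.05 in limma. Tolerant leaves had more agmatine, with a log2 difference of 1.75 (SE 0.18, adjusted p = 0.000162), and more putrescine at 1.71 (SE 0.39, adjusted p = 0.0157), both polyamines or their precursors. They also had more pipecolic acid at 1.14 (adjusted p = 0.0135) and quercitrin at 1.40 (adjusted p = 0.0278), and less caffeic acid at -2.29 (SE 0.28, adjusted p = 0.000468). Proline was at 0.19 in leaves (adjusted p = 0.929) and 0.16 in roots (adjusted p = 0.941). Other compounds that the paper names as higher had positive log2 differences of 0.08 to 4.44 but did not pass this test either. In leaves these were spermine (adjusted p = 0.589) and luteolin (0.166). In roots they were ornithine (0.967), caffeic acid (0.402), mannitol (0.559) and inositol (0.236), all in limma. The paper called metabolites by fold change and a score of a discriminant model, without an adjusted p. A miss here therefore does not contradict its calls. The leaf count was 80 without tolerant replicate 2 and 81 without sensitive replicate 1, and the root count 0 without sensitive replicate 3 and 1 and 3 without tolerant replicates 1 and 3. Spermine had a mean intensity of 9920000 in non-stressed tolerant roots, 206000 in non-stressed sensitive roots and 13300000 to 14300000 in the 4 leaf groups. In the same 2 root groups tryptophan was at 1660000 and 21900, phenylalanine at 2100000 and 7410, and inositol at 87400 and 6700000. In non-stressed tolerant leaves tryptophan was at 2220000 and phenylalanine at 4060000. Several compounds of non-stressed tolerant roots were thus nearer to leaf than to other root levels. Others were not, with isoquercitrin at 40900 in these roots and 12500000 in these leaves, and putrescine at 503000 and 127000. No explanation was tested for this.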
